# RNA-seq analysis for detecting quantitative trait-associated genes

**DOI:** 10.1038/srep24375

**Published:** 2016-04-13

**Authors:** Minseok Seo, Kwondo Kim, Joon Yoon, Jin Young Jeong, Hyun-Jeong Lee, Seoae Cho, Heebal Kim

## Abstract

Many recent RNA-seq studies were focused mainly on detecting the differentially expressed genes (DEGs) between two or more conditions. In contrast, only a few attempts have been made to detect genes associated with quantitative traits, such as obesity index and milk yield, on RNA-seq experiment with large number of biological replicates. This study illustrates the linear model application on trait associated genes (TAGs) detection in two real RNA-seq datasets: 89 replicated human obesity related data and 21 replicated Holsteins’ milk production related RNA-seq data. Based on these two datasets, the performance between suggesting methods, such as ordinary regression and robust regression, and existing methods: *DESeq2* and *Voom*, were compared. The results indicate that suggesting methods have much lower false discoveries compared to the precedent two group comparisons based approaches in our simulation study and qRT-PCR experiment. In particular, the robust regression outperforms existing DEG finding method as well as ordinary regression in terms of precision. Given the current trend in RNA-seq pricing, we expect our methods to be successfully applied in various RNA-seq studies with numerous biological replicates that handle continuous response traits.

In the transcriptome analysis field, many analytical approaches were successful for identifying varying characteristics depending on the given conditions. Of these approaches, mRNA abundance is most widely utilized for detecting DEGs. While diverse mRNA measuring platforms such as serial analysis of gene expression (SAGE), microarray, and RNA-seq, have been employed by many, recent studies implied that RNA-seq is most suitable for profiling mRNA expression in terms of reliability^1^,^2^. Understandably, the progression of method development for RNA-seq analysis is similar to that of microarray analysis because the difference, between the two, solely depends on their measuring techniques. In other words, experimental designs are equivalent in both platforms. Accordingly, it is important to connect the developmental process of microarray analyses for developing RNA-seq method. In this light, the structure of RNA-seq experiments must be much more complex, as they consider more conditions and biological variations^3^. Unfortunately, only a small number of replicated samples are available in most RNA-seq experiments due to its high cost. Consequently, most of recent statistical methods and research designs focus on simplifying experimental design by minimizing number of replicates (or removing replicates altogether) and groups of interest. Although the necessity of technical replicates is said to be minor in RNA-seq^2^, biological replicates are imperative to consider the differences of each individual in certain biological phenomenon. Sooner or later, the number of replicates used will increase for more accurate estimation. In symbiotic fashion, more complex experimental designs with various factors can be utilized with the increase of replicates. Most notably, various quantitative traits, which can be applied to a statistical model (i.e. BMI or waist-hip ratio of Human) are frequently used for obesity related analyses, as representative measures, in several clinical studies on microarray^4^,^5^,^6^). Many studies have already performed quantitative trait based analysis such as genome-wide association (GWA) and expression quantitative trait loci (eQTL) analysis, to investigate causal relationships of variant-trait and variant-gene expression, respectively^7^,^8^,^9^. By these quantitative trait analyses, heritable gene expression changes can be detected but not non-heritable expression changes cannot be identified (i.e. gene expression change corresponding to the epigenetic and/or environmental effects^10^). For this reason, many RNA-seq studies still have focused on the relationship between gene expression and experimental conditions regardless of the genetic effects. Hence, the current trend in RNA-seq analysis is to convert quantitative traits as categorical variable based on specific cutoffs, which facilitates the analysis in some practical issues^11^,^12^,^13^. However, employing non-converted continuous variables is more advantageous than using converted variables; the greatest advantage is that no within-group phenotypic variation is lost. Despite this advantage, most studies are forced to convert the variables from continuous to categorical, using specific cut-off criteria, because of practical problems such as budget or absence of the golden standard method for quantitative traits on RNA-seq analysis. While many analytical methods such as *DESeq2*^14^, *limma voom*^15^, and *edgeR*^16^ compares gene expression between two or more conditions of RNA-seq data, trait associated test based approach is yet to be researched. Here, we define specific genes associated with a target related traits (quantitative type) as TAG. In general, the TAGs can be defined by the linear regression analysis, through an association test between continuous traits and mRNA expression.

By incorporating such traits, well-developed statistical methodologies for microarray data can be extended to RNA-seq analysis. Some minor adjustments, however, are required to consider RNA-seq specific distribution assumtions^17^. As a solution, statisticians showed that count-type distributions such as Poisson distribution or negative binomial distribution are viable for assumption of the gene expression in RNA-seq. Under these assumptions, Generalized Linear Model (GLM), with gene expression as response variable, is handled in *DESeq2* and *edgeR*. From this statistical model, the detected genes can be interpreted to have significant impact on gene expression between groups. However, in some cases, the interpretation becomes ambiguous when the explanatory variable could reasonably be considered as a response variable, such as BMI and milk yield; these traits are also an outcome of individual biological activity. In this light, it is reasonable to consider these traits as response variable on the model. A continuous trait would usually satisfy the normality assumption, when the number of biological replicates is large enough. Therefore, several well-developed statistical models, based on Gaussian distributed assumption, become applicable in RNA-seq.

In this study, we investigated the pros and cons of the association test based approach on the RNA-seq analysis. We used two types of real RNA-seq data: (1) Human obesity related dataset composed with 89 biological replicated samples, (2) Holstein’s RNA-seq data composed with 21 biological replications and their milk production related traits. Using these datasets, we illustrate that the linear models are applicable in RNA-seq data analysis for diverse experimental purposes as well as diverse species.

## Materials and Methods

### Descriptions for two employing RNA-seq data along with continuous traits and its group variable based on certain criteria

#### Human obesity related RNA-seq data

We used 89 RNA-seq samples (GSE50244) including their expression values and trait information: BMI, sex, and age. Based on the BMI, group variable was coded as over-weight (OW) (BMI ≥ 25) or normal (BMI < 25). Total 89 human pancreatic islet donors without Type 2 diabetes were sequenced by Illumina HiSeq 2000. Based on the hg19 reference genome, paired-end reads were mapped by TopHat v.2.0.2^18^. The mapped counts were measured by HTSeq^19^ based on the Refseq gene annotation and finally mapped 18,566 genes. Then, the raw counts were normalized as trimmed mean of M-values (TMM) normalization method through edgeR package implemented in R. In the previous studies, primary goal was to detect novel genes influencing glucose metabolism using this RNA-seq data. Two transcriptome analysis were successfully performed using this data^20^,^21^. Of these researches, one is related to identifying novel genetic variants influencing gene expression by quantitative trait loci (QTL). The other was to characterize correlated genes with HbA1c by Spearman’s correlation test. While some significantly correlated genes were detected in this study, an association test was not performed using this data. Although sex and age should be considered when detecting trait related genes, their effects were not considered as covariates on the model.

#### Holstein milk yield related RNA-seq data

In order to check applicability of association study in another species, we performed RNA-seq experiment using 21 Holstein samples. All animal procedures were approved (No. 2012-C-005) by the National Institute of Animal Science Institutional Animal Use and Care Committee (NIASIAUCC), Republic of Korea, and performed in accordance with the animal experimental guidelines provided by NIASIAUCC. We measured bovine trait information such as normalized milk yield derived from the Korea Type-Production Index (KTPI) at the National Institute of Animal Science (NIAS), parity, and lactation period in order to identify milk production related genes. In addition, milk yielding ability group was codded as high yielding group (HY) and low yielding group (LY) based on KTPI. More detailed sample descriptions can be found in previous research^22^. 

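For each of the 21 Holstein cows, the authors deposited the number of reads counted on each gene, without normalization. The tables held 13570 gene rows, and 1237 of these had no count in any cow. The remaining 12333 genes entered the tests. A count in every cow was found for 8287 genes, and at least 10 counts in every cow were found for 7146 genes. Between 9056 and 11269 genes had a count in a single cow, with a median of 10416 in the high yielding group (HY, 9 cows) and 10919.5 in the low yielding group (LY, 12 cows). The symbol of 23 gene rows had turned into a calendar date, and these genes could not be named.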

From the RNA-seq analysis, 13,570 bovine genes were detected for the 21 Holstein samples. We generated raw RNA-seq, processed count, and covariate data, which are available at GSE60575 in the GEO database. In addition, a more detailed experimental pipeline can be found in (Supplementary methods). The mapping rates and mapped counts were represented in Table S1. 

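The number of mapped reads in Table S1 ranged from 22507466 to 96633987 per cow in the paper's own count. The values reported here use the reads that the deposited tables counted on genes. These ranged from 7878557 to 25550423 in HY, with a median of 11669815. In LY they ranged from 8585010 to 28541904, with a median of 12705797. No relation between total counts on genes and milk yield was detected across the 21 cows (Pearson r = -0.00373, permutation p = 0.988, Spearman rho = 0.0286, permutation p = 0.904). Without the 2 cows farthest from the median total, r was 0.131. The paper's mapping rates split the cows into a set of 16 cows under 85% and a set of 5 cows above, 1 of them HY and 4 LY. Within the 16 cows, r between total count and milk yield was 0.218, and the smaller set held too few cows for a test. The mapping rate itself showed no detectable relation with milk yield (Pearson r = -0.12, permutation p = 0.602, Spearman rho = -0.0559, permutation p = 0.808). This r was -0.109 without the 2 most distant cows and -0.0638 within the 16 cows. Over a family of 11 such relations, the Benjamini-Hochberg adjusted p of r was 0.988 for total count and 0.895 for mapping rate.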

Concordant with the human dataset, the raw mapped counts were normalized by TMM normalization method.

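The TMM factors computed with edgeR ranged from 0.46011 to 1.4811 in HY and from 0.75611 to 1.3576 in LY. A few genes took a variable share of the counts. The 10 most highly counted genes of a cow held between 9.975% and 62.94% of its counts in HY, with a median of 13.37%. In LY they held between 10.87% and 42.95%, with a median of 21.19%. This share was not detectably related to milk yield (Pearson r = -0.117, permutation p = 0.615, Spearman rho = -0.332, permutation p = 0.142). The adjusted p over 11 relations was 0.895 for r and 0.312 for rho. Without the 2 most distant cows r was -0.439, and within the 16 cows with a mapping rate under 85% it was -0.18.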

### Statistical methods for analysing RNA-seq data

#### Identification of trait associated genes (TAGs) using ordinary linear regression

In general, the TAGs can be defined by the linear regression analysis, through an association test between continuous traits and mRNA expression. By incorporating such traits, well-developed statistical methodologies for microarray data analysis can be applied to RNA-seq analysis with minor adjustments. A main reason that statistical methods from microarray studies cannot be directly employed by RNA-seq studies, is that gene expression on RNA-seq do not follow the normal distribution. For example, the most popular parametric method, t-test, requires a normality assumption about the response variable. Over the years, researchers assumed count type distributions, such as RNA-seq expression, to follow Poisson distribution or negative binomial distribution. These assumptions can be used in Generalized Linear Model (GLM) with gene expression as response variable. Therefore, many studies focus on identifying the significant slope (difference of the mean considering standard error) among different groups using GLM models between two variables: gene expression and group. However, in some cases, the interpretation becomes ambiguous when the explanatory variable could reasonably be considered as a response variable, such as BMI and milk yield; because trait affected gene finding is the ultimate goal. Therefore, it is conceptually acceptable to consider quantitative traits as response and gene expression as explanatory variable. By switching places between trait and gene expression variable on the linear model, we can successfully utilize the ordinary linear model based methods that require the normal assumptions of response variable.

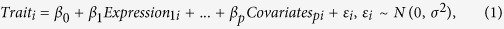

where 

 represents the individuals, *Expression*_*i*_ indicates the normalized gene expression value. *Trait*_*i*_ represents the each continuous trait such as BMI and milk yield. Covariate_*pi*_ represents covariate effects such as gender, age, and any considerable factors. From the model, the TAGs can be identified by t-statistic for each gene under the null hypothesis *H*_0_ : *β*_1_ = 0.

#### Robust methods for identifying TAGs using Huber’s M-estimator based robust regression

The ordinary least squared estimation (LSE) method is greatly affected by influential observations because it uses sum of squares. In general, probability of outliers in the biological data increases as the number of biological replications increases. Therefore, solving the outlier problem is unavoidable in the association based RNA-seq analysis. To build a robust estimator, Huber suggests robust regression^23^ using M-estimator. The M-estimator equation solves the following objective function:

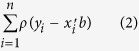

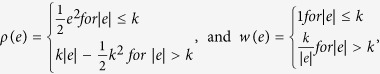

where *k* is called the tuning constant, 

 and *w*, are Huber’s objective function and weighted function, respectively. The main idea of robust regression method is to calculate weight of each point using iteratively reweighted least squares (IRWLS). Through a certain procedure, high-leverage observations have low weight and contribution to the fitted line. The weight depends on the k-value for the Huber method, usually *k* = 1.345σ is used. When tuning constant values are small, robustness increases for the outlier. However, non-influential points can be considered to be an outlier. In this study, we employed rlm package on R for calculating statistic for the fitted line and *f. robftest* function in the *sfsmisc* package for statistical test. The exact distribution and degree of freedom, of test statistics, in robust regression can be openly debated. In this study, to accomodate small sample size of RNA-seq data, wald-type inference for robust regression was employed^24^. In summary, three linear models such as ordinary, multiple, and robust regression were employed for detecting TAGs and they were compared by using GRACOMICS with their P-values^25^.

### Technical validation of significantly detected milk related TAGs using qRT-PCR

Real-time PCR was performed using QuantiTect SYBR Green RT-PCR Master Mix (Qiagen, Valencia, CA) and 7500 Fast Sequence Detection System (Applied Biosystems, Foster City, CA). Briefly, PCR was performed in a final reaction volume of 25 μL containing 200 ng cDNA, 12.5 μL SYBR Green RT-PCR Master Mix, and 1.25 μL of each of two primer solutions (10 μM). Parameters for thermal cycling were as follows: 50 °C for 2 m and 95 °C for 15 m followed by 40 cycles at 94 °C for 15 s, 60 °C for 30 s, and 72 °C for 30 s. ΔCt values were used to determine relative gene expression levels. All data was normalized with the housekeeping Ribosomal protein S9 (RPS9) gene.

### The simulation study using mock comparison to observe proportion of false discoveries in each approach

For investigation of false discoveries’ proportion, we followed the simulation setting of a recent study^26^. Four statistical approaches: *DESeq2*, *limma Voom*, ordinary regression, and robust regression, were compared with changing number of biological replication using mock comparison. In short, mock comparison is a method for estimating proportion of false discoveries. By permutating real group or trait, no significant result is expected in the mock comparison because test statistics are derived from the null distribution. The proportion of false discoveries were calculated in this fashion: Number of commonly identified genes in mock and real data divided by the Number of significant genes in real data. We repeated the test 1,000 times for each condition, for estimating standard errors of the false discoveries proportion. Through simulation, we calculated and compared the proportion of false discoveries of four methods: two suggesting approaches (Ordinary regression and robust regression) and two existing methods (*DEseq2* and *limma Voom*).

## Results

### Checking the validity of the normality assumption in the significant results from suggested association models

In order to show the suitability of ordinary linear model in RNA-seq, the required normality assumption of the residuals was first checked. The Shapiro-Wilk’s test^27^ was employed on the whole genes included in our two datasets. No significant genes were detected in both datasets under the significance level (FDR adjusted P-value < 0.05). 

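In the bovine data, residuals of the simple regression of milk yield on log2(TMM-normalized CPM + 0.25) were tested for 12333 genes over the 21 cows. The number of genes significant after Benjamini-Hochberg adjustment was 0, and the lowest adjusted p was 0.75736. Before adjustment, 18 genes (0.146%) had p under 0.05, and the median p was 0.4562. Milk yield itself gave W = 0.9559 with p = 0.4376 in the same test. Milk yield is the response for every gene, so the residuals of weak fits stay close to the same 21 values. The tests are therefore not independent, and their outcome says more about the trait than about the expression of single genes. The number of genes stayed at 0 under every alternative, the residuals of the multiple regression among them. From the absence of such genes, the paper reasons that the ordinary linear model is suitable for these data.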

Additionally, quantile-quantile plots (QQ-plot) of the 10 genes with lowest p-values (the worst cases) were drawn, as shown in (Figure S1) in order to visually check the normality. 

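Among the bovine genes, the lowest Shapiro-Wilk p was 0.007362 for HR, followed by 0.02472 for MRPL33 and 0.03183 for AP1G1. The others among the 10 lowest were MGC151671, RAB3B, AQR, NUP205, NUDT21, DHX8 and NOV, with p from 0.03348 to 0.0377. Of the 10 bovine genes drawn in Figure S1, LDHB had the lowest p, 0.1581, at rank 196 of the 12333 genes. PSMD11 followed with p = 0.1613 at rank 207, and TNFAIP8L2 had the highest p, 0.4629. With DESeq2-type size factors and no log transformation, a setting chosen after seeing the values, the lowest p of these genes was 0.1193 for PSMD11.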

As a result, normality of the most genes is satisfied in both datasets.

### Detecting trait associated genes using ordinary linear regression

#### Human obesity related RNA-seq data

The association tests were performed between BMI and gene expression using human RNA-seq. As a result, 30 genes were significantly detected in ordinary regression (FDR adjusted P-value < 0.1) (Table S2). The expression levels of those genes were highly associated with BMI as shown in Fig. 1a. As we employed simple linear regression, gene expression was only considered as explanatory variable on the model, and the results were analogous to the previous study^20^ (correlation test based approach). However, one of the advantages of employing regression model is that covariate adjustment is possible. In the obesity related studies, gender and age are highly influential factors, and they should be considered in the model (for these reasons, we performed multiple linear regression including gender and age terms on the model). As a result, 10 genes were significantly observed as BMI-associated genes when considering gender and age effects (FDR adjusted P-value < 0.1) (Table S3). In both models, *PPP1R1A* gene was found most significantly associated gene with BMI. In the Fig. 1a, negative association relationship was observed between *PPP1R1A* gene expression and BMI. While significantly detected genes showed that reasonable associated relationship with BMI, *RAD9B* was highly affected by outlier, which is limitation of the ordinary least squared method.

#### Holstein milk yield related RNA-seq data

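Milk somatic cells of 21 Holstein cows were sequenced, 9 of group HY and 12 of group LY. The trait was the breeding value of milk yield of each cow, for which no unit is given. It ranged from 181.118 to 468.053 in HY, with a mean of 294.829 ± 105.85 (SD, n = 9). In LY it ranged from -404.27 to 86.92, with a mean of -151.028 ± 159.206 (SD, n = 12). Parity was 2 to 4 in both groups. Lactation period was 41 to 268 days in HY, with a median of 168, and 52 to 270 days in LY, with a median of 211.5. The authors mapped the reads to the bosTau7 genome with Bowtie2 within Tophat2 and counted them on genes with HTSeq. Counts on genes ranged from 7878557 to 28541904 per cow, with a median of 11669815 in HY and 12705797 in LY. Every pair of cows differed by more than sampling noise, the lowest chi-square per degree of freedom being 40.011. For the regressions, the counts were scaled to CPM with the TMM factors of edgeR and transformed as log2(CPM + 0.25). The paper does not state a pseudocount, and 0.25 was taken from the lowest values on the x axes of its plots. It matters most for genes with counts of 0. Milk yield was the response variable, as in the paper, and all 12333 genes with a count in at least 1 cow were tested. Differences between HY and LY in single genes were tested with an exact permutation test over the 293930 ways to choose the HY cows.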

For identifying milk yield-associated genes, regression analysis was applied into the 21 Holstein’s RNA-seq data. 

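In the simple regression, the lowest FDR adjusted p over the 12333 genes was 0.54272, for ALB. The multiple regression with parity and lactation period gave 0.78992 for HNRNPL, and robust regression gave 0.98446 for ALB. The number of genes under an FDR of 0.1 was 0 in each model. Only the robust regression without HY cow 3075 gave another number, 1 gene.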

No significant genes were detected as milk yield associated gene (FDR adjusted P-value < 0.1). 

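The simple regression gave p under 0.05 for 307 of the 12333 genes, or 2.489%. A share of 5% of these genes would be 616.65. The shares were 3.008% in the multiple and 2.489% in the robust regression. When only genes with at least 10 counts in every cow were tested, the simple regression gave 122 genes, the largest change among the alternatives. The paper attributes the lack of genes after FDR adjustment to the number of samples.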

The main reason is that the sample size is not enough for detecting TAGs. We used a softer threshold, significance level as P-value < 0.05 without multiple testing adjustment, to determine milk yield related genes. We performed two linear models similar to that of human RNA-seq data above, simple and multiple linear regression. In the Holstein’s data, parity and lactation period should be considered as covariates because these factors are well-known variables that highly influence milk production^22^. The results show 338 and 289 TAGs were significantly detected in simple and multiple linear regression, respectively (Supplementary file 2). 

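At p under 0.05, the simple regression detected 307 TAGs in the 21 cows, 106 with a positive and 201 with a negative slope. The multiple regression with parity and lactation period detected 371, 129 with a positive and 242 with a negative slope. Requiring at least 10 counts in every cow moved the numbers most, to 122 and 122. When each cow was left out in turn, the simple regression gave between 265 and 489 TAGs and the multiple regression between 280 and 561. With the mapping rate as a further covariate, the numbers were 382 and 360. Within the 16 cows with a mapping rate under 85%, they were 295 and 303. The milk yields and groups were also reassigned to the cows at random, giving 100 assignments with the real one included. At least as many TAGs were found in 63 of these for the simple and 66 for the multiple regression.

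**Figure D1:**
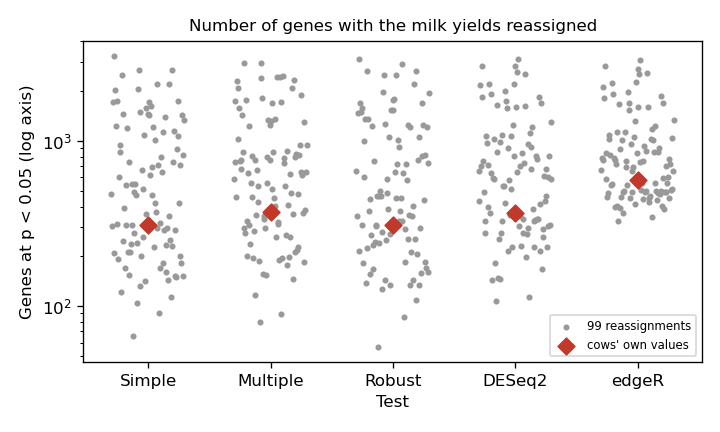
Number of genes with p under 0.05 (y axis, log scale) for the simple, multiple and robust regression, DESeq2 and edgeR (x axis). Each grey point is a random reassignment of milk yield and group to the cows, and the red diamonds are the real values, from 307 in the simple regression to 580 in edgeR, which lie within the range of the grey points.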

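The lowest p in the simple regression was that of ALB (4.4e-05), followed by TOX4 (p = 0.000376), NOS3 (p = 0.000534), SF3B3 (p = 0.000645) and ZNF642 (p = 0.000753). GALNTL1, HNRNPL, LEPREL1, SARDH and FOXA1 completed the 10 lowest, with p from 0.0012 to 0.00145. The other genes of Fig. 1b were PLS1 (p = 0.00188), EIF3L (p = 0.00357) and COPA (p = 0.0078). Restriction to the 16 cows with a mapping rate under 85% changed ALB most, to p = 0.0005564.

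**Figure D2:**
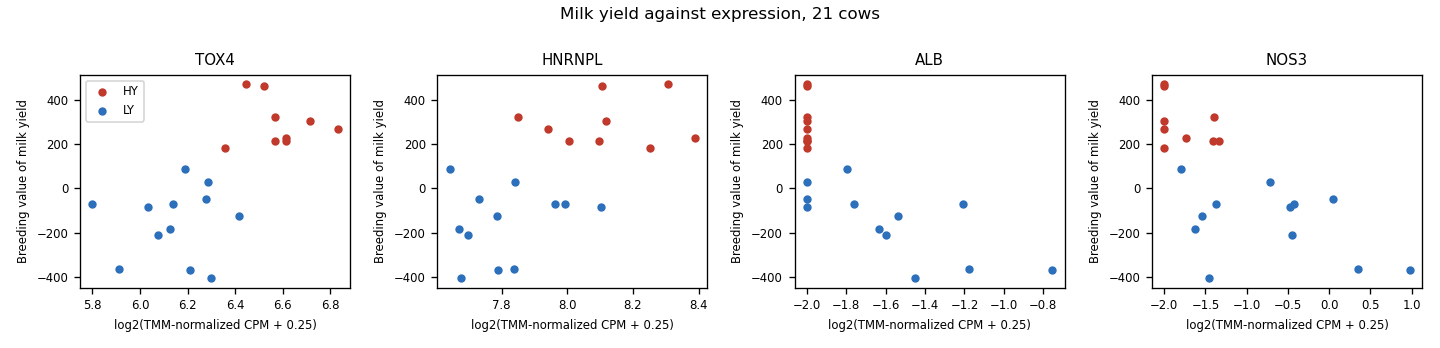
Breeding value of milk yield (y axis, no unit given) against log2(TMM-normalized CPM + 0.25) (x axis) for TOX4, HNRNPL, ALB and NOS3. Each point is a cow, HY in red and LY in blue, and a cow without a count lies at -2, as all 9 HY cows do for ALB.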

In Fig. 1b, 10 of the most significant genes were visualized as fitted-line plots. 

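TOX4, on chromosome 10 of bosTau7 in the paper's supplementary table, had a mean log2 expression of 6.581 ± 0.14 (SD, n = 9) in HY and 6.147 ± 0.173 (SD, n = 12) in LY. The exact permutation test between the groups gave p = 6.8e-06, or 0.000218 after adjustment over 32 genes named by the paper. Its expression rose with milk yield (Pearson r = 0.703, permutation p = 0.00028, Spearman rho = 0.735, permutation p = 0.00017). Without the 2 cows of most distant expression r was 0.748, and within the 16 cows with a mapping rate under 85% it was 0.703. HNRNPL, on chromosome 18, had 8.118 ± 0.175 in HY and 7.811 ± 0.145 in LY, and its expression also rose (Pearson r = 0.655, permutation p = 0.00142, Spearman rho = 0.666, permutation p = 0.00133). Its r was 0.594 without the 2 most distant cows and 0.779 within the 16 cows. Positive slopes were also found for EIF3L (r = 0.606), COPA (r = 0.564) and SF3B3 (r = 0.683), with rho from 0.586 for COPA to 0.679 for SF3B3. The permutation p of r was 0.00327, 0.00737 and 0.00073, and that of rho was 0.00092, 0.00643 and 0.00101. Without the 2 most distant cows r was 0.655, 0.571 and 0.682, and within the 16 cows it was 0.688, 0.537 and 0.686. Over the 32 genes, the adjusted p of r was 0.00448 for TOX4, 0.00649 for HNRNPL and at most 0.0214 in the 5 genes. The paper chose these genes for their low p in the same cows, and the adjustment over 32 genes does not account for this choice. Over all 12333 genes, the adjusted p of the simple regression was 1 for each of the 5 genes. All 5 genes were counted in every cow, with lowest counts from 533 for TOX4 to 1552 for COPA. Among the alternatives, restriction to the 16 cows moved TOX4 most, to a simple regression p of 0.006577. From the rising fitted lines, the paper concludes that the 5 genes are positively associated with milk yield.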

The *HNRNPL*, *TOX4*, *EIF3L*, *COPA*, and *SF3B3* illustrate positive association with milk yield. 

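ALB, on chromosome 6 of bosTau7 in the paper's supplementary table, had a mean of 0.9524 counts per cow and no count in 12 cows. All 9 HY cows were without a count, and the highest count, in LY, was 7. Its log2 expression was negatively related to milk yield (Pearson r = -0.77, permutation p = 3e-05, Spearman rho = -0.812, permutation p = 4e-05, adjusted p of r = 0.00096 over 32 genes). FOXA1, on chromosome 21, had a mean of 0.619 counts, with no count in 15 cows, among them all HY cows. NOS3, on chromosome 4, had a mean of 5.429 counts and no count in 5 cows. PLS1, on chromosome 1, had a mean of 7.095 counts. ZNF642, on chromosome 3, was counted in every cow with at least 38 counts. The relation with milk yield was negative for FOXA1 (Pearson r = -0.649, permutation p = 0.00088, Spearman rho = -0.645, permutation p = 0.00151), NOS3 (Pearson r = -0.69, permutation p = 0.00047, Spearman rho = -0.652, permutation p = 0.00179), PLS1 (Pearson r = -0.638, permutation p = 0.00191, Spearman rho = -0.578, permutation p = 0.00726) and ZNF642 (Pearson r = -0.677, permutation p = 0.00085, Spearman rho = -0.664, permutation p = 0.00148). The adjusted p of r was 0.00469 for FOXA1, NOS3 and ZNF642 and 0.00764 for PLS1. The choice of these genes by the paper from the same cows is not accounted for in the adjustment over 32 genes. Over all 12333 genes, the adjusted p of the simple regression was 0.543 for ALB and 1 for the other 4 genes. Without the 2 most distant cows, r was -0.704 for ALB, -0.451 for FOXA1, -0.547 for NOS3, -0.451 for PLS1 and -0.551 for ZNF642. Within the 16 cows with a mapping rate under 85%, r was -0.761 for ALB, -0.603 for FOXA1, -0.666 for NOS3, -0.635 for PLS1 and -0.751 for ZNF642. With a mean near 1 count, the values of ALB and FOXA1 rest on single reads. Only ZNF642 of these genes passed a filter of at least 10 counts in every cow. The paper concludes from the falling fitted lines that the 5 genes are negatively associated with milk yield.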

On the other hand, negative association was observed in the *ALB*, *PLS1*, *FOXA1*, *NOS3*, and *ZNF642* genes.

### Detecting trait associated genes using robust regression via Huber’s M-estimation

#### Human obesity related RNA-seq data

In the human RNA-seq data analysis, 932 genes were significantly detected as BMI associated gene (FDR adjusted P-value < 0.1) (Supplementary file 3). Compared to the results of the ordinary linear regression, relatively larger numbers of BMI associated genes were detected in the robust regression. In order to the visually check the differences between two methods, top 10 differentially expressed genes (based on the P-value difference) were visualized as fitted plots in Fig. 2a. A small discrepancy was observed between the two methods in terms of estimated slopes and standard errors. In Fig. 2c, numbers of significantly detected genes were compared among three statistical models based on their p-values (P-value < 0.05). As illustrated, a large number of detected genes were commonly identified among three methods. In addition, we observed that robust regression detects larger number of significant genes than ordinary regression by adjusting outlier effects.

#### Holstein milk yield related RNA-seq data

The robust regression was employed in bovine RNA-seq data for detecting milk-yield associated genes. 

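Huber's robust regression (k = 1.345, Wald-type F test of the slope) gave p under 0.05 for 307 genes, 98 with a positive and 209 with a negative slope. Compared with the simple regression, p was smaller in 3057 genes, larger in 8216 and equal in 1060. Tukey's bisquare weights in place of Huber's gave 305 genes. Across the alternatives, the number changed most with genes of at least 10 counts in every cow, to 126.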

As a result, 306 genes were significantly identified (P-value < 0.05). In Fig. 2b, unlike result of the human RNA-seq analysis, estimated fitted lines and standard errors were very different between two methods when the effects of outliers are adjusted. 

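For the 10 genes of Fig. 2b, all slopes were negative, and each robust slope was steeper than the ordinary slope. PMCH had an ordinary slope of -84.3 (SE 55) and a robust slope of -127 (SE 49.4). The ordinary and robust slopes were -195.3 (SE 113) and -276.2 (SE 85.4) for PON2, and -86.4 (SE 74.2) and -153.2 (SE 64.7) for FHL1. The standard error was larger in the robust fit for ACTN2, ZNF470 and ATG10, and smaller for the others. The lowest weight of a cow ranged from 0.27 for PON2 to 0.589 for ATG10. Over all genes, cows 3064, 3369, 3057, 2893 and 3407, whose milk yields lay farthest from the median, had a weight under 1 in 53.65% to 81.93% of the genes. The other cows had a weight under 1 in at most 2.757%. Leaving out LY cow 2893 moved the robust p of ACTN2 most by ratio, from 0.03522 to 0.004763. Without LY cow 3369, this p rose to 0.1562. The paper takes the adjustment of outlier effects as given and describes large differences between the fits under it.

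**Figure D3:**
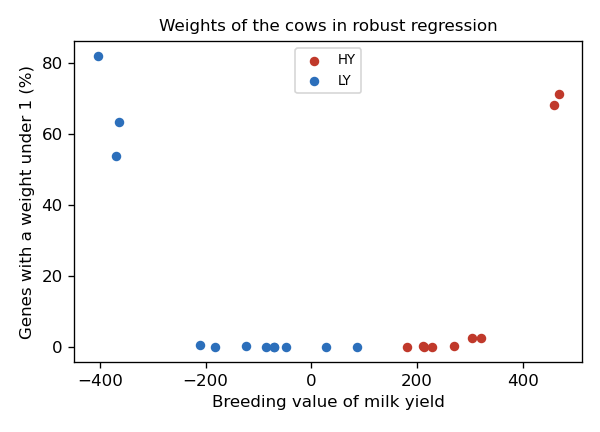
Percentage of genes in which a cow had a weight under 1 in robust regression (y axis) against the breeding value of milk yield (x axis, no unit given). Each point is a cow, HY in red and LY in blue. The 5 cows at the ends of the milk yield range lie between 53.65% and 81.93%.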

The *PMCH* gene is not detected significant in the ordinary regression (P-value: 0.429), but is detected highly significant in the robust regression (0.022). 

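PMCH, on chromosome 5 of bosTau7 in the paper's supplementary table, had between 1 and 143 counts in a cow, with a mean of 35.57. The simple regression gave p = 0.142 over the 21 cows and robust regression p = 0.0188. HY cow 3064, with a milk yield of 468.053, had the highest expression, 5.523 CPM, and the lowest weight, 0.428. No linear relation was detected by correlation (Pearson r = -0.332, permutation p = 0.14, Spearman rho = -0.409, permutation p = 0.0657, adjusted p of r = 0.179 over 32 genes). Without the 2 most distant cows r was -0.378, and within the 16 cows with a mapping rate under 85% it was -0.305. The simple regression p moved most without cow 3064, to 0.01116. When each cow was left out in turn, the robust p ranged from 0.0007566 to 0.1197. The paper takes PMCH as a gene that only the weighting of extreme values brings out.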

The rest of 9 genes also showed same patterns by reducing contribution of the extreme values for fitted-lines. 

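Of the other 9 genes, 8 had a robust p under 0.05, from 0.00437 for PON2 to 0.0393 for ZNF470. Their ordinary p lay between 0.0575 for ZNF470 and 0.259 for FHL1. The remaining gene, ATG10, had p = 0.118 in robust and p = 0.163 in ordinary regression. Between 3 and 9 cows had a weight under 1 in each of the 9 genes. Within the 16 cows with a mapping rate under 85%, 4 of the 8 genes had a robust p above 0.05, namely FHL1 (0.3788), CGA (0.2938), ZNF470 and NLN. When each cow was left out in turn, the robust p of PON2 and MMP2 stayed under 0.05. That of the other 6 genes rose above it in at least 1 fit, to 0.1562 for ACTN2 without LY cow 3369. ATG10 had a robust p between 0.07025 and 0.2868 in these fits, and 0.01592 with size factors without log and a weighted robust covariance, chosen after seeing the values. The paper attributes the pattern to the reduced contribution of extreme values.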

In Fig. 2d, gene lists across the three linear models were compared to each other. 

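The lists of the 3 linear models had 183 genes in common. The simple and robust regressions shared 250 genes, 67 of them absent from the multiple regression, and 81.4% of the robust list was in the simple list. A further 24 genes were shared by the simple and multiple regressions only, and 18 by the multiple and robust regressions only. Genes of a single model numbered 33 in the simple, 146 in the multiple and 39 in the robust regression. In total, the simple regression had 307 TAGs and the robust regression 307. The number common to the 3 models was most sensitive to the count filter and was 55 with at least 10 counts in every cow. From the overlap, the paper concludes that many TAGs are common to ordinary and robust regression.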

Large number of commonly identified TAGs were observed between two regression methods, but robust regression makes less number of TAGs (306 genes) than ordinary regression (338 genes) in bovine RNA-seq analysis.

### Comparison between differentially expressed gene finding approach (using converted group variable using specific cut-off) and association test based approach

One of the objectives in this study was to identify whether suggesting approaches are as suitable as existing methods (converted two group comparison based approach) for detecting candidate genes. In order to this, two approaches were compared; existing methods (*DESeq2* with group information) and suggesting methods (Ordinary regression and Robust regression with raw continuous variable). 

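DESeq2 with the HY and LY groups gave p under 0.05 for 367 genes, 134 higher in HY and 233 higher in LY. Together with the regressions, 105 genes fell into AM, 225 into EM, 183 into SM and 39 into RM. A gene was placed in SM by the simple regression alone, as in Table S5. The quasi-likelihood test of edgeR, run beside DESeq2, gave 580 genes, 187 higher in HY and 393 higher in LY. With edgeR in place of DESeq2, EM held 447 genes. The filter of at least 10 counts in every cow lowered the number in every category, to 36 genes in AM, 92 in EM, 80 in SM and 20 in RM.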

From these analyses, significantly identified genes were categorized as follows: ‘significant in all methods’ (AM), ‘only significant in existing methods’ (EM), ‘only significant in suggesting methods’ (SM), and ‘only significant in robust method’ (RM). Based on these categories, 4 significant genes were randomly selected for each of these categories in order to apprehend their characteristics. As Fig. 3 illustrates, distinct patterns are observed for each category. 

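TOX4 had 95.89 ± 9.41 CPM (SD, n = 9) in HY and 71.06 ± 8.31 CPM (SD, n = 12) in LY. DESeq2 gave a log2 fold change of HY over LY of 0.429 (SE 0.109, p = 8.62e-05, adjusted p = 0.298). In edgeR, the log2 fold change was 0.432 with p = 0.00234. The slope of milk yield on log2 expression was 687.5 (SE 159, p = 0.000376) in the simple and 661.1 (SE 168, p = 0.000879) in the robust regression. The DESeq2 p was highest within the 16 cows with a mapping rate under 85%, at 0.004194.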

*PPP1R1A* and *TOX4* were significantly detected in the two group comparison based approach (P-values: 0.0001 and 2.82E-05) and association test based approach (1.27E-05 and 0.0013) as shown in Fig. 3a,e. These genes are not only differentially expressed among the two groups, but also strongly associated between gene expression and trait. *AMY2A* and *SECTM1* were detected significant from the approach of two group comparison only (0.001 and 0.0005 in the *DESeq2*) and (0.219 and 0.299 in ordinary regression). 

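SECTM1, on chromosome 19 of bosTau7 in the paper's supplementary table, had 17.92 ± 20 CPM (SD, n = 9) in HY and 6.421 ± 3.22 CPM (SD, n = 12) in LY. DESeq2 gave a log2 fold change of 1.45 (SE 0.435, p = 0.000819, adjusted p = 0.594), and edgeR gave p = 0.00271. In the regressions, p was 0.255 (simple), 0.039 (multiple) and 0.227 (robust). Parity and lactation period as covariates in DESeq2 changed its p most, to 0.01937.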

These genes show that although mean expression is different among two groups, no significant slope was observed as shown in Fig. 3b,f. 

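The highest expression of SECTM1 was 60.57 CPM, in HY cow 3262, and the lowest was 3.31 CPM, in LY cow 3272. Its SD in HY, 20 CPM, was larger than its mean there, 17.92 CPM. On the log2 scale, the difference between the groups gave an exact permutation p of 0.0432, or 0.0768 after adjustment over 32 genes. Without cow 3262, the DESeq2 p was 0.01524, the highest among the fits that each left out a cow. From the plot of this gene, the paper reasons that the group comparison is sensitive to outlier values.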

Especially, we observed that existing method is very sensitive towards outlier values in the *SECTM1* gene. 

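SAMD4A, on chromosome 10 of bosTau7 in the paper's supplementary table, had 5.006 ± 1.25 CPM (SD, n = 9) in HY and 6.49 ± 2.05 CPM (SD, n = 12) in LY. The simple and the robust regression gave the same slope of -342.4 (SE 114, p = 0.00731), since no cow had a weight under 1. DESeq2 gave a log2 fold change of -0.373 (SE 0.21, p = 0.0758). The exact permutation test between the groups gave p = 0.0832. Expression was negatively related to milk yield (Pearson r = -0.567, permutation p = 0.00723, Spearman rho = -0.568, permutation p = 0.00784, adjusted p of r = 0.0214 over 32 genes named by the paper). Over all 12333 genes, the adjusted p of the simple regression was 1. Without the 2 most distant cows r was -0.437, and within the 16 cows with a mapping rate under 85% it was -0.628. The regression p moved most when LY cow 3369 was left out, to 0.03342. The paper concludes that the gene is detected by the continuous trait only.

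**Figure D4:**
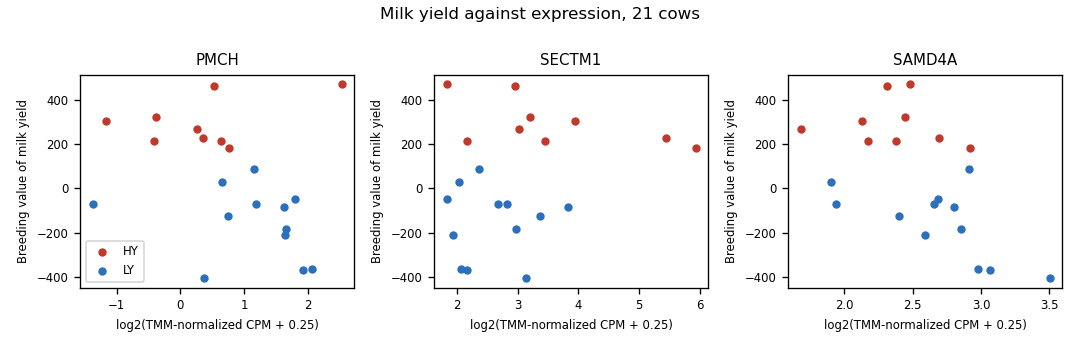
Breeding value of milk yield (y axis, no unit given) against log2(TMM-normalized CPM + 0.25) (x axis) for PMCH, SECTM1 and SAMD4A. Each point is a cow, HY in red and LY in blue. HY cow 3064 lies at the right end of PMCH and HY cow 3262 at the right end of SECTM1, while SAMD4A falls with milk yield (r = -0.567).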

Unlike *AMY2A* and *SECTM1*, *CTNNA2* and *SAMD4A* was only detected significant in suggesting approaches (0.0002 and 0.0027) as shown in Fig. 3c,g. 

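In the group comparison, PMCH had 1.407 ± 1.6 CPM (SD, n = 9) in HY and 2.271 ± 1.14 CPM (SD, n = 12) in LY. DESeq2 gave a log2 fold change of -0.656 (SE 0.485, p = 0.177), and edgeR gave p = 0.209. The exact permutation test of log2 expression gave p = 0.0916. Robust regression gave p = 0.0188 and the simple regression p = 0.142. Without HY cow 3064, DESeq2 gave p = 0.001839, its largest change. The paper concludes that PMCH is significant in robust regression only.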

Finally, in Fig. 3d,h, the *STX6* and *PMCH* genes are only significant in the robust regression (0.002 and 0.0025). These P-values are summarized in Table S4, and the significant genes under 5% significance level are highlighted in red.

### The simulation result using mock comparison to observe proportion of false discoveries

In order to measure proportion of false discoveries in suggesting (Ordinary and robust regression) and existing methods (*DESeq2* and *limma voom*), mock comparison was performed. The outcome, of the simulation study using human data, suggests ordinary regression and *Voom* have smaller proportion of false discoveries compared to the robust regression and *DESeq2* as shown in Fig. 4a. In the figure, estimated proportion of false discoveries were similar in these three methods: robust regression, ordinary regression, and *Voom*, corresponding to the increase in number of biological replicates in each group. In Fig. 4b, in the three methods, we observed that number of significantly detected genes were increased as the biological replicates increased. Above all, *DESeq2* and robust regression detect a larger number of significant genes compared to the ordinary regression and *Voom*, in same conditions. From these results (Fig. 4a,b), although *DESeq2* can detect more significant genes than other methods, larger proportion of false discoveries was identified than the others. On the other hand, *Voom* and ordinary regression can detect comparatively smaller numbers of significant genes, but proportions of false discoveries are smaller than the others. Notably, robust regression show not only similar number of significantly detected genes as *DESeq2*, but also a lower proportion of false discoveries like the ordinary regression and *Voom*.

The mock comparison was conducted on the bovine RNA-seq data. 

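The mock comparison was computed with 14 draws of n HY and n LY cows for each n from 3 to 9, 98 draws in all, in place of the paper's larger number. Each draw was fitted with its real groups or milk yields and again with these permuted among the drawn cows. The proportion of false discoveries was the number of genes with p under 0.05 in both fits divided by that in the real fit. This is the paper's measure. If both fits were unrelated, it would lie near the share of all genes found in the permuted fit. That holds however many genes of the real fit are false. The measure therefore compares overlaps and cannot say how many genes of the real fit are false. Averaged over the 98 draws, it was 0.1341 ± 0.121 (SD) for DESeq2, 0.06555 ± 0.1115 for Voom, 0.06908 ± 0.08542 for robust regression and 0.05789 ± 0.1102 for ordinary regression. The draws share cows and are not independent, so methods were compared by counting draws. When the genes of the permuted fit were divided by all genes tested, the change was largest, to 0.05776 for DESeq2 and 0.04404 for ordinary regression. The paper concludes that the bovine data show the pattern of the human data.

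**Figure D5:**
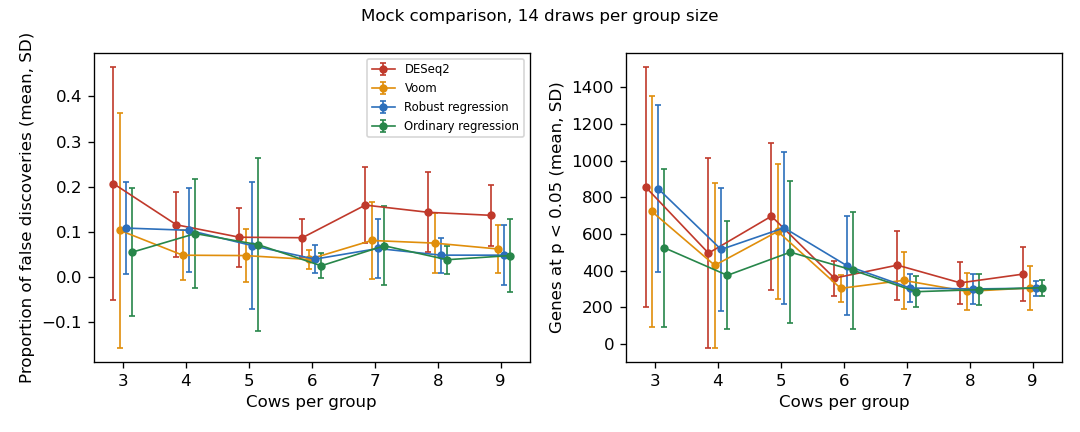
Proportion of false discoveries (left) and number of genes with p under 0.05 (right) against the number of cows per group (x axes), for DESeq2, Voom, robust regression and ordinary regression. Points are means of 14 draws and bars are SDs. At 3 cows per group, the mean proportion was 0.207 for DESeq2 and 0.05546 for ordinary regression, with overlapping bars. With at least 10 counts in every cow, draw 7 of this size had a DESeq2 proportion of 1, with the same 958 genes in both fits. Its permuted groups made no mock comparison, and the same draw is among the 14 plotted.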

Similar result patterns with that of human data were observed as shown in Fig. 4c,d. As a noteworthy difference, robust regression showed smaller proportion of false discoveries than *Voom* in Fig. 4c. 

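The proportion of robust regression was below that of Voom in 49 of the 98 draws and above it in 49. The mean difference was 0.00353 ± 0.113 (SD over draws), within the spread between draws. At 3 cows per group, the mean was 0.1087 ± 0.1017 (SD) for robust regression and 0.1038 ± 0.2605 for Voom. At 9 cows per group, it was 0.04875 ± 0.06593 and 0.06254 ± 0.05305. Restriction to genes with at least 10 counts in every cow gave 0.07099 for robust regression and 0.06189 for Voom. With this filter, draw 7 at 3 cows per group gave the same 687 Voom genes with real and permuted groups. DESeq2 likewise gave the same 958 genes. The permuted groups of this draw thus made no mock comparison, and its proportion of 1 raised the means of both methods at this size. The same draws and permutations were used without the filter. The means of DESeq2 and Voom over all genes, at 3 cows per group and over the 98 draws, therefore also include this draw.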

In these figures, *DESeq2* and *Voom*, detect more genes than suggesting methods, at 5% significance level, regardless of the number of replicates, except in robust regression method. 

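Averaged over the draws, DESeq2 detected 507.3 ± 399.1 (SD) genes, Voom 429.5 ± 363.4, robust regression 475.9 ± 339.3 and ordinary regression 383.9 ± 284. Robust regression detected more genes than Voom in 62 of the 98 draws and more than DESeq2 in 46. Ordinary regression detected fewer genes than DESeq2 in 71 draws and fewer than Voom in 57. At 9 cows per group, the means were 380.9 for DESeq2, 304.9 for Voom, 304.2 for robust regression and 306.3 for ordinary regression. In every pair of methods, the mean difference was smaller than its SD over draws. The count filter lowered the numbers most, to 336.4 for DESeq2 and 189.4 for ordinary regression.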

Considering the ratio between number of false discoveries and detected genes, robust regression has higher precision compared to other methods, and is much more practically applicable. 

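Robust regression had a lower proportion of false discoveries than DESeq2 in 83 of the 98 draws. The mean difference was -0.0651 ± 0.119 (SD over draws). In detected genes, the difference was -31.5 ± 289. The fits with permuted groups or milk yields gave 653.9 ± 503.5 (SD) genes for robust regression and 698 ± 543.8 for DESeq2. These were at least as many as in the real fit in 54 draws for robust regression and 59 for DESeq2. For ordinary regression, the permuted fits gave 532.4 genes on average, against 383.9 in the real fits. For Voom these means were 549.6 and 429.5. With size factors without log transformation and a weighted robust covariance, chosen after seeing the values, the mean proportion was 0.07008 for robust regression. From the ratio of false discoveries to detected genes, the paper concludes that robust regression has the higher precision.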

In addition, ordinary regression has the lowest proportion of false discoveries but at the same time has the lowest number of detected genes; this method is most conservative in terms of precision. 

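Ordinary regression had a lower proportion than robust regression in 67 of the 98 draws, than Voom in 70 and than DESeq2 in 84. It detected fewer genes than robust regression in 74 draws, with a mean difference of -92 ± 136 (SD over draws). A pseudocount of 1 gave a mean proportion of 0.05708. The paper reasons from the low proportion and the low number of genes that ordinary regression is the most conservative method.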

Since most RNA-seq experiments have small number of biological replicates, a robust regression is most applicable in terms of precision. As a result, linear and robust regression based approaches make satisfactory solution for identifying significant genes considering both the number of detected genes and proportion of false discoveries.

### Technical validation using qRT-PCR for verifying significance of the genes using bovine samples

From the results of the RNA-seq analysis and simulation, we observed that association test based approach is more reliable than two group comparison based approach that forces conversion of response to group variable, due to outlier handling and consideration of within-group biological variability. In order to revalidate this stability, a technical validation experiment was performed with randomly selected four genes, in each category, from the results of bovine RNA-seq analysis. Analysis results of these genes are summarized in Table S5. 

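In category AM, the simple regression p of HNRNPL, NOS3, SPTSSB and TOX4 was between 0.000376 and 0.0107, and the DESeq2 p between 8.62e-05 and 0.000518. The genes of category EM had a DESeq2 p of 0.0304 for FAM166B, 0.0171 for RNPC3, 0.000819 for SECTM1 and 0.00132 for SPESP1. Their simple regression p was between 0.255 and 0.767. In category SM, C25H16orf88, KALRN, PRIM2 and SLC4A11 had a simple regression p from 0.0146 to 0.0288 and a DESeq2 p from 0.0676 to 0.307. The robust p of the RM genes was 0.0256 for NLN, 0.0188 for PMCH, 0.109 for PBX4 and 0.111 for RECQL5. SPTSSB, FAM166B and SPESP1 had a mean of 2.095, 1.429 and 2.714 counts per cow, so their values rest on few reads. Under size factors without log transformation and a weighted robust covariance, chosen after seeing the values, the robust p of PBX4 was 0.004264.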

Using the selected genes, qRT-PCR experiment was performed with 23 biologically replicated samples. Table 1 shows the P-values of those genes resulting from a t-test between milk yielding ability groups, LY and HY, or linear regression with milk yield trait in the qRT-PCR experiment. The four genes belonging to the AM category are all significant in both types of statistical tests. In contrast, the genes included in EM category provide convincing evidence that they are false positives, because most of the test results suggest their insignificance. Compared to EM set, results in the SM and RM categories show smaller number of false positives, assuming the qRT-PCR results are valid. From these results, we propose that suggesting association test based approach can be found to be more reliable than two group comparison based approach in terms of false positives ratio.

### Biological interpretation for significantly detected TAGs

#### Human obesity related RNA-seq data

In human obesity related RNA-seq analysis, no significant genes were detected in the ordinary regression after multiple testing adjustment. On the other hand, 109 TAGs were significantly detected in robust regression (FDR adjusted P-value < 0.05). Of significantly detected genes, *PPP1R1A* (FDR adjusted P-value: 0.0228) is found most significant. In a previous study, *PPP1R1A* was also detected as a gene positively correlated with insulin secretion and negatively with HbA1c^28^. There was also a study which found 332 conserved pancreatic beta cell biomarker genes including *PPP1R1A* in Human and Rodent cells^29^. As a well-known fact, obesity and overweight are key risk factors for type 2 diabetes caused by pancreatic beta cells^30^,^31^. Another significantly detected TAG, *SCGN* (0.039) encoding Secretagogin, EF-hand calcium binding protein, has been reported as an islet-specific protein^32^. *ASB4* (0.039) encoding Ankyrin Repeat and SOCS Box Protein 4, was reported to be related to insulin secretion and action, energy metabolism, lipid biology, and/or adipogenesis^33^. Next, *DLL3* (Delta-like 3), notch ligands and member of notch signaling is detected significant (0.0396). Notch signaling as the central hub for glucose and lipid metabolism, was generally known to be involved in embryonic development, postnatal regeneration, and carcinogenesis of the liver^34^. And recently, there was a report that the inhibition of Notch signaling ameliorates obesity in mice^35^. Along with the above examples, there are many identified genes that were related to obesity. These literature reviews underpin that suggesting robust regression could be practically employed to detect obesity-related genes with BMI or other obesity related continuous traits.

#### Holstein milk yield related RNA-seq data

In the Holstein’s data, 16 technically validated genes were mainly focused. Of the validated genes, 10 genes were significantly associated with milk yield in Table 1. First, *NOS3* gene is already reported to be related with milk production, particularly in nipple erection in humans^36^. Because nipple erection is fundamental mechanism for milk production, *NOS3* gene would likely be a key marker for milk yield. Next, *HNRNPL* is significantly detected and validated, but, no evidence is reported to be related to milk production. 

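HNRNPL had 279.4 ± 33.9 CPM (SD, n = 9) in HY and 225.3 ± 23.4 CPM (SD, n = 12) in LY. The exact permutation test of log2 expression gave p = 0.000439, or 0.00702 after adjustment over 32 genes that the paper had named from the same cows. Multiple regression gave a slope of 970.7 (SE 189, p = 8.13e-05), the lowest p of that model, with an adjusted p of 0.78992 over all 12333 genes. Counts of HNRNPL lay between 1413 and 8298 in a cow. The simple regression p moved most within the 16 cows with a mapping rate under 85%, to 0.0002188. The paper also reports HNRNPL as significant in its qRT-PCR. It proposes HNRNPL as a candidate gene because this gene activates the splicing of the NOS3 product.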

This gene controls alternative splicing and mRNA transport from nucleus to cytoplasm^37^. In a previous study^38^, *HNRNPL* function is described as a specific activator of eNOS splicing, *NOS3* gene is identified in this research. Therefore, we suspect that *HNRNPL* to be also a strong candidate gene for controlling expression levels of milk production related genes. Next, we focus on TAGs only significantly identified in robust regression. As shown in Fig. 3h and Table 1, *PMCH* gene is only significant in robust regression. In mammals, *PMCH* encodes neuropeptides, melanin-concentrating hormone^39^; the hormone is linked to an increase in feed intake^40^,^41^. In addition, it has been reported that feed intake are related to milk yield^42^. From these reports, it can be suggested that *PMCH* is indirectly related to milk yield. In addition, deficit of milk production has been shown in the *KALRN* knock-out experiment^43^. This result is in keeping with our findings in profiling of cattle gene expression. The concordance with the previous literature reviews, about the detected and validated genes, indicate that suggesting association test based approach can be applied in bovine RNA-seq analysis as well as human RNA-seq analysis.

## Discussion

In this study, association test between continuous trait and gene expression was suggested for RNA-seq analysis. The proposed approaches were found more reliable than existing methods for the identification of trait related genes, as there is no loss of within-group variation information. In Figure S2, the reason behind small portion of false discoveries in the suggesting approach, is explained. This figure illustrates when forcing a conversion of continuous trait to group variable, consistent pattern information is easily lost and detected genes will have larger false discovery proportion. This phenomenon can be also observed in *CTNNA2* and *SAMD4A* genes, on Fig. 3c,g, which are only detected in suggesting approaches. 

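For SAMD4A, the DESeq2 p of 0.0758 ranged from 0.02801 to 0.1596 when each cow was left out in turn. The robust p ranged from 0.002305 to 0.03342 in the same fits. The paper reasons that a conversion into groups loses the pattern of such genes.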

When using two group information rather than continuous variable, variance of the individuals is neglected within a group. Its only focus is on the mean difference considering standard error; statistical investigation on linear tendency (constantly increasing or decreasing pattern) is neglected as shown in Figure S2. However, most researchers expect that significantly detected genes to linearly (or constantly) influence the quantitative traits. 

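The log2 expression of SAMD4A averaged 2.356 ± 0.353 (SD, n = 9) in HY and 2.69 ± 0.452 (SD, n = 12) in LY. The difference of -0.334 was smaller than the SD of either group. The slope of milk yield on its log2 expression was -342.4 (SE 114), so expression was higher in cows of lower milk yield. Without the log transformation, the p of this slope was 0.003259, against 0.00731 with it. The paper contrasts the group means with the pattern over the continuous trait.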

In addition, gene expression patterns of the *CTNNA2* and *SAMD4A* show insufficient mean difference among the forcibly converted groups, but these genes have steadily increasing gene expression patterns at raw quantitative trait state. 

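Voom gave p = 0.0375 for SECTM1, beside p = 0.000819 in DESeq2. No relation of its expression with milk yield was detected (Pearson r = 0.26, permutation p = 0.258, Spearman rho = 0.196, permutation p = 0.393, adjusted p of r = 0.287 over 32 genes). Without HY cows 3262 and 2814, the most distant, r was 0.166, and within the 16 cows with a mapping rate under 85% it was 0.192. The DESeq2 p ranged from 0.0001721 to 0.01524 over the fits without each cow. The paper takes this gene as evidence that the group comparison is the more sensitive to outliers.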

Another advantage of suggesting approach can be found in *AMY2A* and *SECTM1* genes on the Fig. 3b,f, which ilustrated that two-group comparison approach is more sensitive to outliers’ effects. 

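In the bovine draws, the proportion of DESeq2 exceeded that of ordinary regression in 84 of 98 draws and that of Voom in 93. The draw whose permuted groups made no mock comparison is among the 98. Ordinary regression minus DESeq2 averaged -0.0762 ± 0.136 (SD over draws), and Voom minus DESeq2 averaged -0.0686 ± 0.0627. With at least 10 counts in every cow, the mean proportion was 0.1387 for DESeq2 and 0.0512 for ordinary regression. The paper takes the larger proportion of DESeq2 as evidence for its approach.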

The simulation study (Fig. 4) supports these notions by showing that *DESeq2* have larger proportion of false discoveries than the suggesting approaches. Additionally, although qRT-PCR experiment was performed with small number of genes, the results underpin that suggesting approach are more reliable than existing methods. This number of genes (*n* = 4 in each category), in fact, are not enough for thorough calculation of false discoveries. Yet, qRT-PCR experiment is merely an additional evidence for simulation results. More accurate evidence about false discoveries is represented in simulation study using whole genes. However, all results provide supporting evidences that association test based approaches are more reliable in terms of false discovery proportion. Based on these evidences, we concluded association test can be practically considered and it can easily be added to the top choices for identifying TAGs on RNA-seq platform.

In this study, we considered several representative “control methods” to compare with the suggesting methods. In recent years, several methods have been introduced for detecting DEGs in RNA-seq such as Voom^15^, edgeR^16^, Cuffdiff2^44^, and SAMseq^45^. Specifically, some reported research showed that *Cuffdiff* results produce more false positives than *DEseq* and *edgeR*^46^. In case of *Voom*, a well-known tool for *limma* packages in microarray analysis, successfully released an extended RNA-seq version. *Voom* also uses a regression model, but it also only considers gene expression as response variable. Finally, *SAMseq* is a representative non-parametric method using permutation for detecting DEGs in RNA-seq. This method can apply detecting TAGs using quantitative traits in the linear model; however, with a satisfaction of appropriate assumptions, parametric methods are statistically more powerful. We have employed these popular tools, but observed more reasonably significant results with *DEseq2* when milk yielding group variable is analyzed.

We observed a gene which displays patterns of high difference between slopes of ordinary regression and of robust regression in Fig. 2 (See also Fig. 3d,h). For handling of outlier effects, we suggested robust regression; this method uses weight to reduce outlier points’ contribution to the fitted line, instead of discarding them upon statistical analysis. The outlier can be defined as two large groups; technical outlier and biological outlier. For the technical outliers (i.e. sequencing and/or align errors), analyzer entirely rely on technical replications. In RNA-seq, however, many studies are performed without technical replicates as measurements are much more precise in terms of measuring the transcriptome expression level compared to other platforms (i.e. microarray)^1^,^2^. A realistic solution, for situations where only biological replicates exist, is to detect the major pattern. Most biologists aim to detect significant TAGs, allowing some points to deviate from the major pattern because a large number of phenotypic traits are not Mendelian but are complex traits. In the complex traits such as obesity, milk-yield, and etc., single gene cannot completely explain phenotypic variation^47^,^48^. For this reason, generally, biological outliers exist in relationship between trait and gene expression. In this situation, association test is best choice for determining relationship between bio-marker and trait. However, ordinary regression is highly affected by outliers’ effects as seen in *SECTM1* gene (Fig. 3f), when calculating sum of squares for optimization of the fitted-line. Robust regression is suitable in this case, which is confirmed by our experiments. According to Fig. 3h, *PMCH* gene is only significant in robust regression, and this gene is successfully validated by qRT-PCR as shown in Table 1. Furthermore, *NLN* and *RECQL* genes included in the RM category, are also validated in qRT-PCR experiments. The simulation study reveals robust regression not only detects large number of significant genes, similar to two group comparison based approach, but also makes small proportion of false discoveries, as ordinary regression does. Therefore, results of our experiment reveals that robust regression is most suitable method for detecting TAGs in terms of precision.

Up to this date, regression based bio-marker detection was widely researched, particularly in genome study. With DNA markers, such as single nucleotide polymorphism (SNP), association study was already widely used (i.e. genome-wide association study (GWAS)). Based on our results, we expect that association study will be widely utilized in RNA-seq with diverse quantitative traits and numerous biological replications for detecting TAGs. Although association test is a strong tool for detecting TAGs, there are some limitations. First, in order to perform model-based approaches, numerous biological replicate samples are required because of statistical assumptions, especially in ordinary regression. Statistically, if number of samples goes over a certain threshold, sample arithmetic means follow normal distribution by central limit theorem (CLT). RNA-seq experiments are gradually becoming more affordable, which will lead to a higher number of biological replicates and allow more diverse conditions into consideration, and eventually satisfy requirements for minimum number of biological replicates. In our simulation study with 89 biologically replicated human samples, ordinary and robust regression showed that proportion of false discoveries is converged to 0.05 in Fig. 4. In this simulation, we assumed that the whole sample represent the population, which means that proportion of false discoveries is false positives based on such assumption. In this perspective, approximately 20 samples (10 biological replications in each binary group) were required for 5% significance level in terms of type-I error control in Fig. 4a. As for the other limitation, suggesting approaches need quantitative traits. Many RNA-seq based DEG analyses have restrictively compared two or more groups; only a few applications for observing significant genes using quantitative trait is proposed in RNA-seq study. For example, body size can be defined by height and waist circumference instead of ‘small’ and ‘big’ group variables^11^,^12^. Also, in the research of finding significantly related genes for drug dosage, degree of obesity hormone density, etc., raw quantitative traits can be utilized instead of converted group variables. Two group comparison based approach (i.e. equal variance t-test and *DEseq2*) are also one of the association test considering group variable as explanatory variable. However, in some cases, group variable should be considered in response variable similar to our employed dataset (degree of obesity and milk production). These variables could be considered as response variables on a statistical model, which is theoretically suitable because the milk production and degree of obesity are an outcome of gene activity.

In summary, we successfully demonstrated the application of the association test based RNA-seq analysis in order to identify trait associated genes (TAGs) by using human and bovine data. These results reveal that suggesting approaches outperformed that of *DESeq2*, in terms of proportional false discoveries. Moreover, robust regression is superior in terms of precision over *DESeq2* as well as ordinary regression. Given our study results, we anticipate other researchers conducting RNA-seq studies in the future to employ quantitative trait with sufficient number of biological replicates when exploring the TAGs.

## Additional Information

**Accession codes:** Human and bovine RNA-seq data are available at GSE50244 and GSE60575 in the GEO database, respectively.

**How to cite this article**: Seo, M. *et al.* RNA-seq analysis for detecting quantitative trait-associated genes. *Sci. Rep.* **6**, 24375; doi: 10.1038/srep24375 (2016).

## Supplementary Material

Supplementary File

Supplementary Data

## Figures and Tables

**Figure 1:**
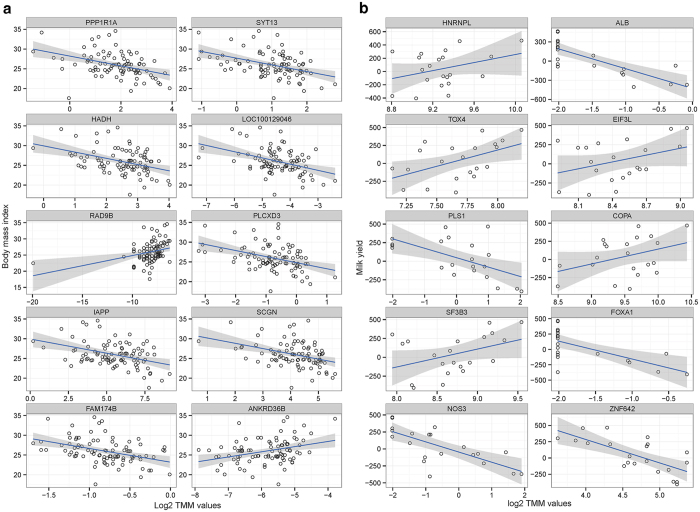
Ten of the most significantly associated genes from the simple linear regression with two types of RNA-seq data, respectively. The X-axis represents log2 TMM normalized gene expressions. Y-axis represents quantitative traits such as BMI and breeding value of the milk yield for human and bovine RNA-seq data, respectively. The blue-lines and grey-area represent estimated fit-line and standard errors estimated from the ordinary lease squared estimator, respectively. (**a**) Significantly detected BMI-associated genes in human RNA-seq data analysis (FDR adjusted P-value < 0.1). *RAD9B* gene shows that the result is strongly affected by outlier points. (**b**) Significantly detected milk yield-associated genes in bovine RNA-seq analysis. In the result of bovine analysis, relatively higher standard errors were estimated than human analysis, which may be due to the sample size difference.

**Figure 2:**
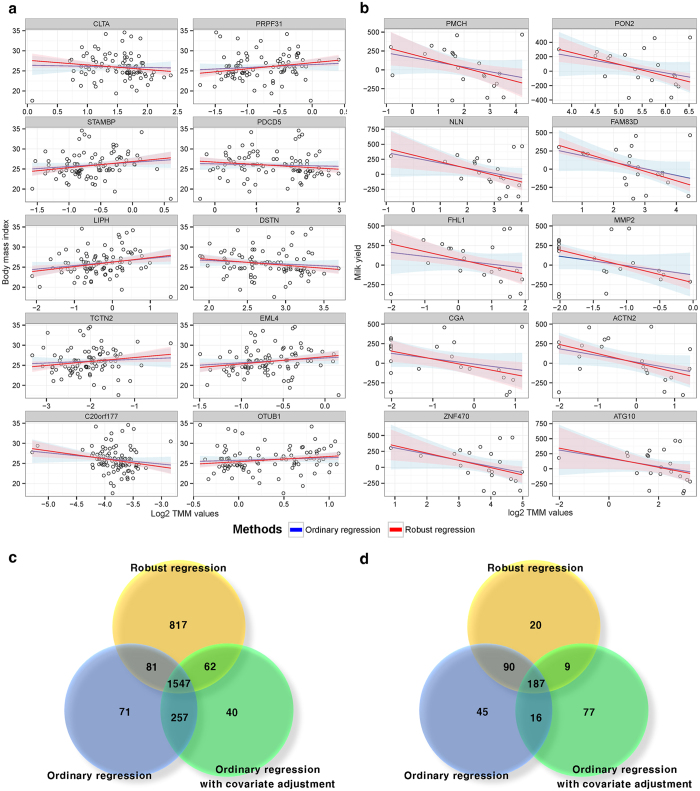
Identification of trait associated genes using robust regression adjusting for outlier effects. (**a**) The top 10 genes with a large difference between ordinary and robust regression, which were visualized as fitted plot from the analysis of human BMI related RNA-seq data. (**b**) Dramatically different top 10 genes were visualized as fitted plot in the bovine RNA-seq data. In the (**a,b**), blue and red lines represent fitted line in the ordinary and robust regression, respectively, and the standard errors represent same color with fitted line. (**c**) Venn-diagram for comparing TAG list in each model with human RNA-seq data. (**d**) Venn-diagram to compare significantly detected gene list in the bovine RNA-seq data analysis. In the (**c,d**), raw P-value < 0.05 is used as cutoff for comparison among different methods.

**Figure 3:**
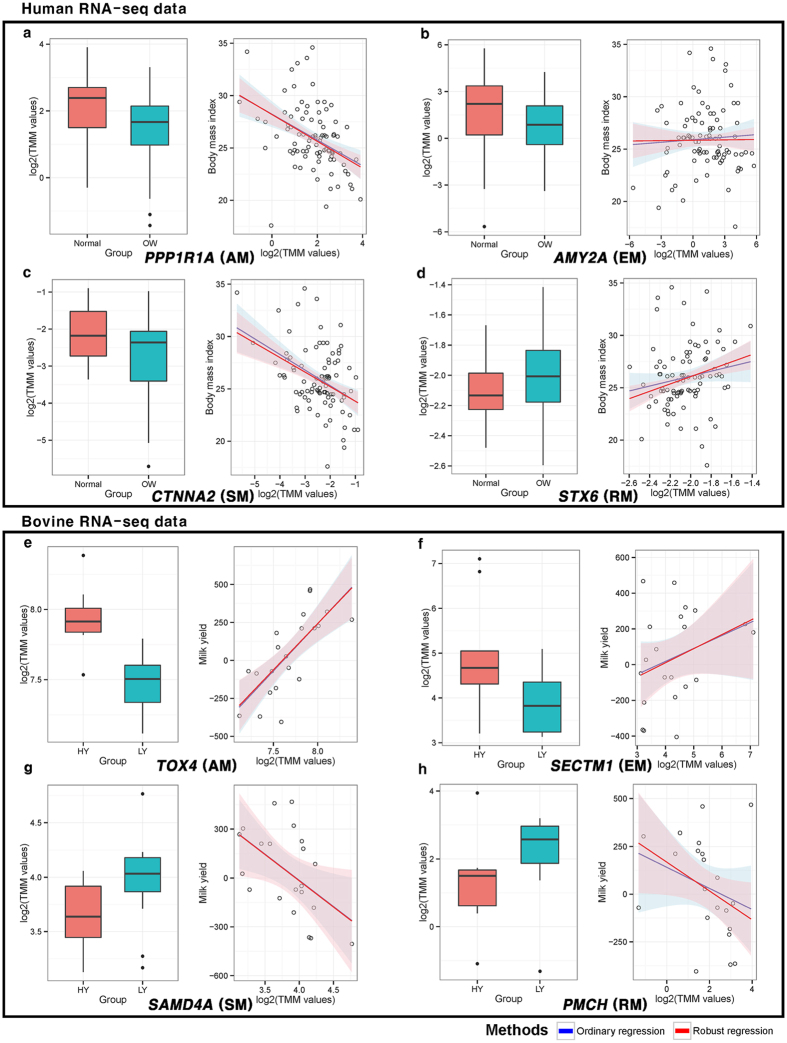
Representative patterns of gene expressions in four categories. Significantly detected genes were distinguished as four categories: ‘significant in all methods’ (AM), ‘only significant in existing methods’ (EM), ‘only significant in suggesting methods (SM), and ‘only significant in robust method’ (RM). The fitted line-plots are composed between TMM normalized values on x-axis and each trait on the y-axis. The blue and red lines represent fitted line of the ordinary and robust regression, respectively. The box-plots consist of forced conversion group such as normal vs. over weight (OW) for human data and high yield (HY) vs. low yield (LY) groups on x-axis and TMM normalized values on y-axis. In the result of human RNA-seq analysis, we selected four representative genes on their included category. (**a**) *PPP1R1A* gene that is significant from both linear based approaches and existing methods (DESeq2 based two group comparison). (**b**) *AMY2A* gene significant from two group comparison only. (**c**) *CTNNA2* gene from only the association test based approaches (**d**) *STX6* gene from robust regression method only. From the result of bovine RNA-seq analysis, four representative genes were selected such as (**e**) *TOX4* gene, significant in the all approaches. (**f**) *SECTM1*, only significant in the two group comparison. (**g**) *SAMD4A*, only significant in the association test based approaches. (**f**) *PMCH*, only significant in the robust regression.

**Figure 4:**
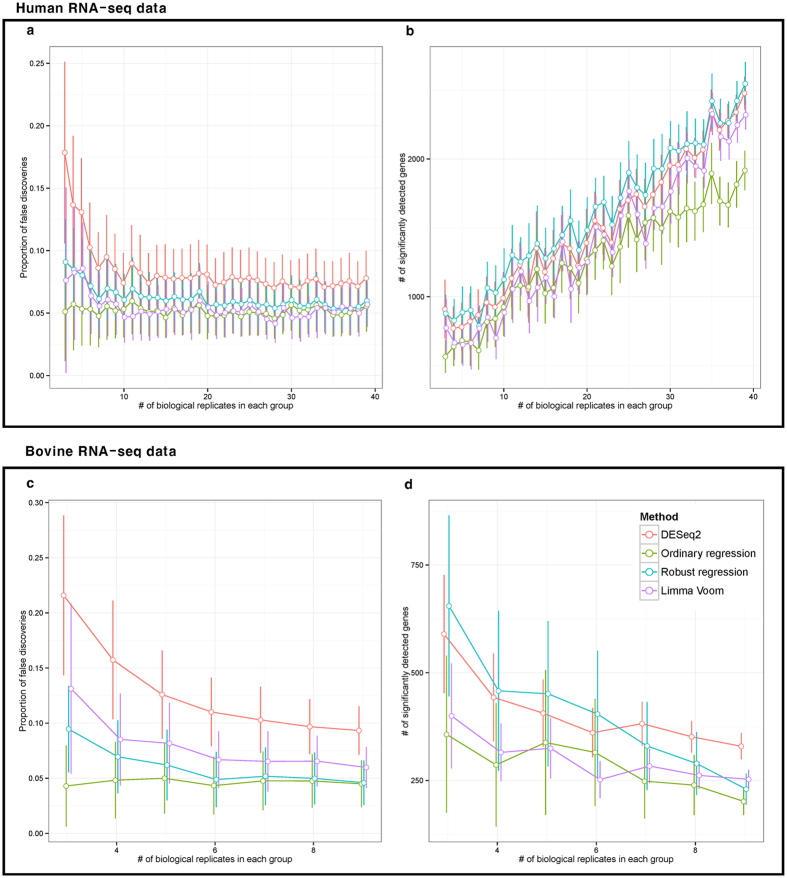
Calculation of the proportion of false discoveries using mock comparison. The result of proportion of false discoveries using mock comparison. As minimum number of replicates required for least square estimator (LSE) is 3 samples, 3 to 37 replicates in Human RNA-seq data and 3 to 9 replicates in bovine RNA-seq data in each group, were employed for mock comparison. The x-axis is number of biological replicate in each group and y-axis is proportion of false discoveries or number of significantly detected gene in each methods, (**a,c**) and (**b,d**), respectively, with 5% significance level. We observed suggesting approaches have smaller portion of false discoveries than existing methods especially in DESeq2.

**Table 1:** The significant genes from the four categories and their P-value from qRT-PCR experiment.

Gene symbol	T-test	Linear regression	Category
HNRNPL	1.53E-02*	1.24E-02*	Significant results from all methods (AM)
NOS3	1.33E-02*	1.40E-02*	
SPTSSB	3.22E-02*	4.39E-03*	
TOX4	3.66E-03*	1.24E-02*	
FAM166B	5.01E-01	9.43E-01	Only significant results from existing methods (EM)
RNPC3	5.06E-02	1.00E-01	
SECTM1	3.01E-03*	5.03E-02	
SPESP1	2.43E-01	1.02E-01	
C25H16orf88	1.35E-02*	4.27E-02*	Only significant results from suggesting methods (SM)
KALRN	2.98E-02*	1.15E-02*	
PRIM2	4.27E-02*	9.67E-02	
SLC4A1	1.34E-02*	3.19E-03*	
NLN	1.71E-02*	1.85E-02*	Only significant results from robust method (RM)
PBX4	1.20E-01	3.68E-01	
PMCH	2.44E-02*	5.83E-03*	
RECQL5	8.72E-02	6.50E-03*	

*Significant result under the 5% significance level.

# Supplementary material for: RNA-seq analysis for detecting quantitative trait-associated genes
**Source:** Sci Rep. 2016 Apr 13;6:24375. doi: 10.1038/srep24375
**Supplement:** Supplementary File

# RNA-seq analysis for detecting quantitative trait-associated genes

Minseok Seo**1,2**, Kwondo Kim**1,2**, Joon Yoon**1**, Jin Young Jeong**4**, Hyun-Jeong Lee**1,4**, Seoae Cho**2**, and Heebal Kim**1,2,3***

*[corresponding autho](mailto:corresponding )r

# Figure S1. Normality checking for investigating a model adequacy using quantile-quantile plot.

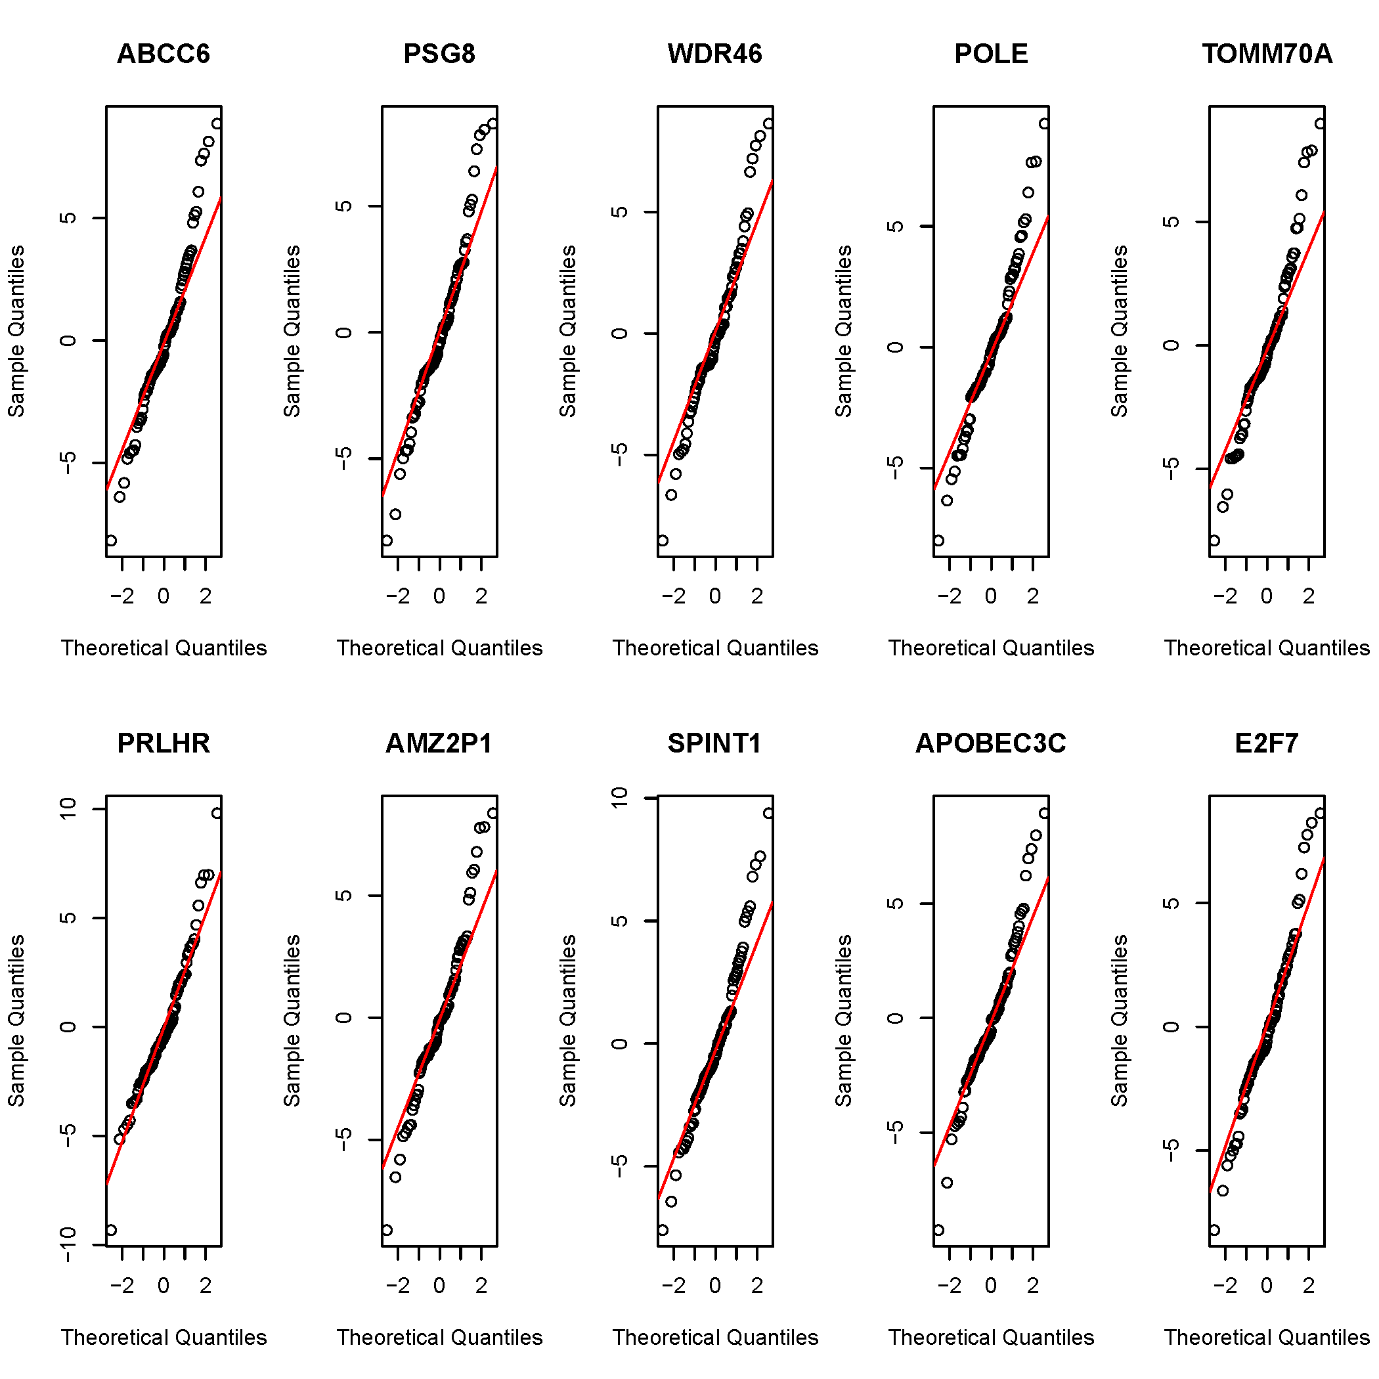

[Response variable: BMI]

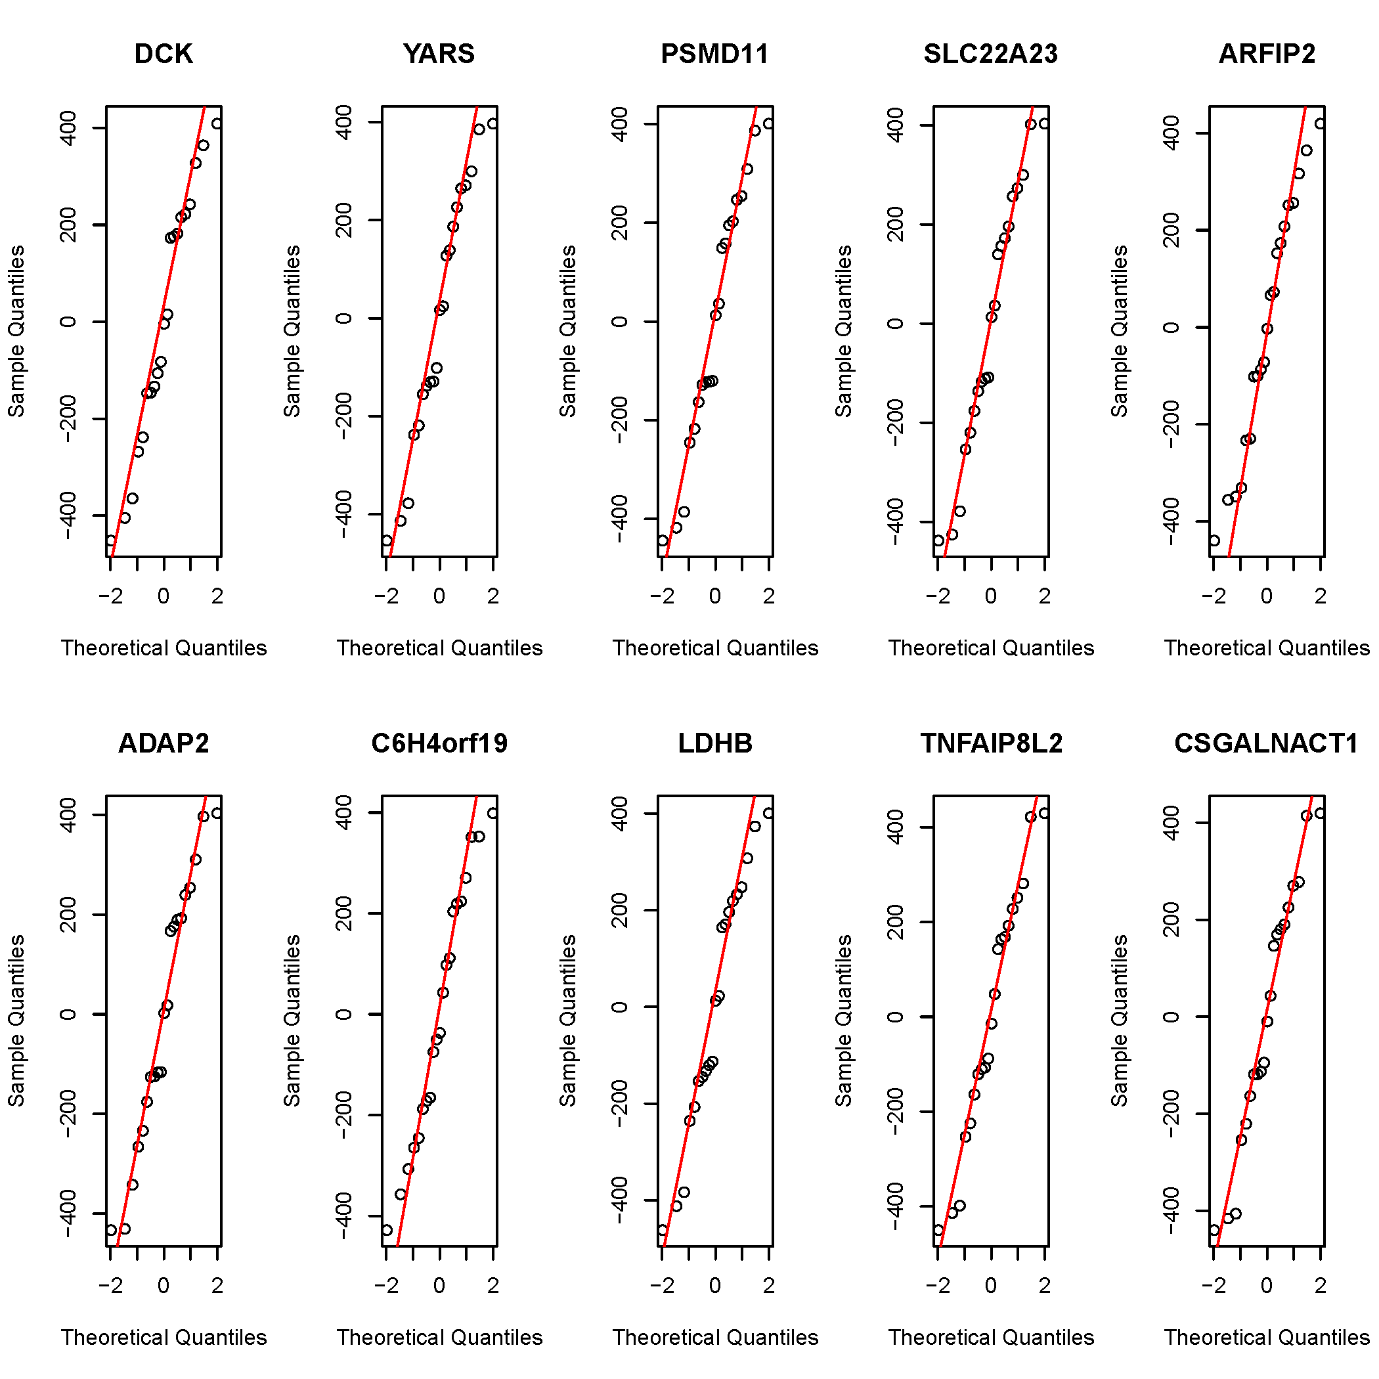

[Response variable: Milk yield]

# Figure S2. Reason behind smaller portion of false discoveries in suggested approached compared with two-group based approach.

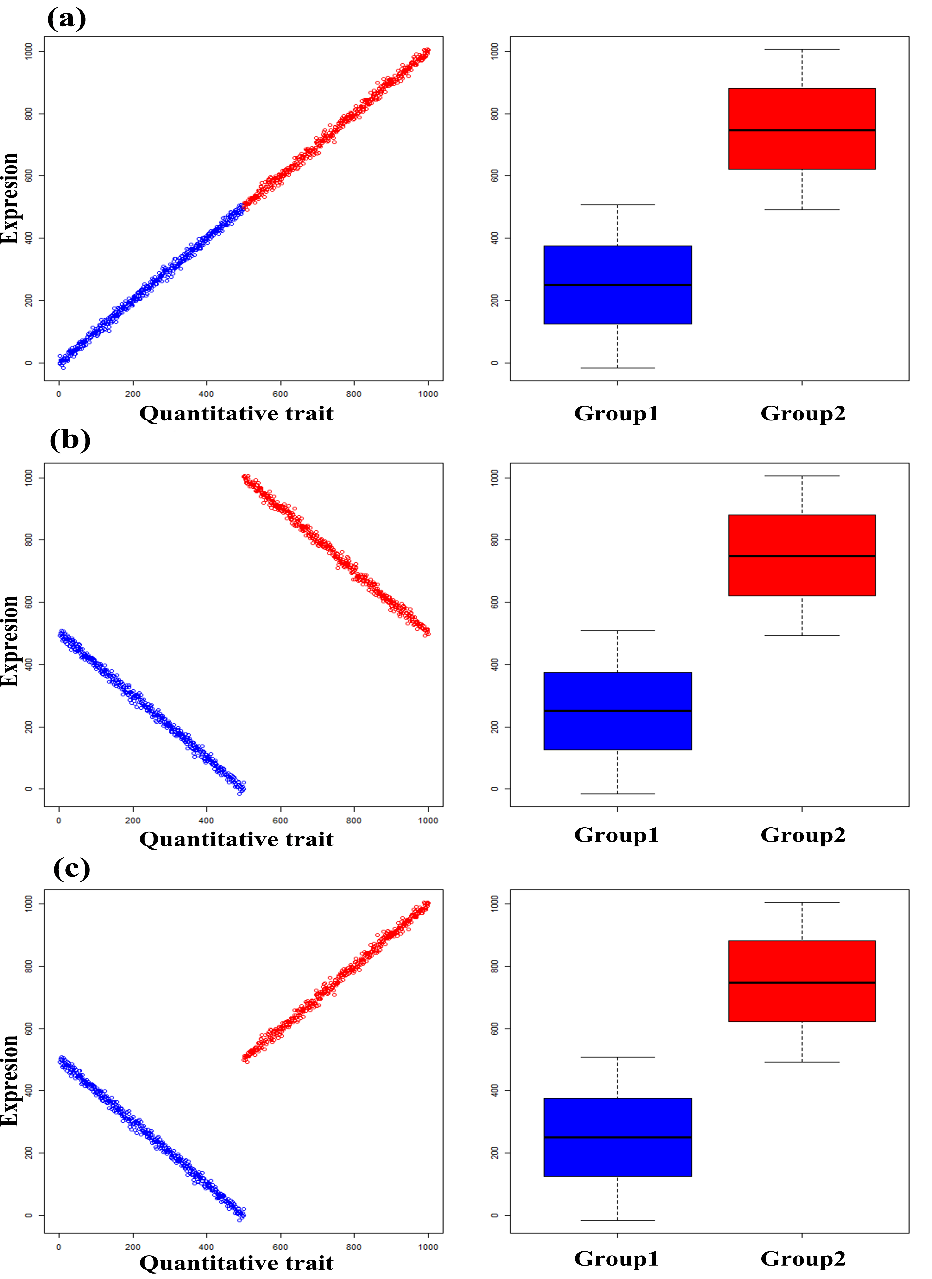

The example figure show why employing continuous type variable is more advantageous than using two group information. When using two group information rather than continuous type variable, within group variance is neglected. However, by using quantitative trait, we can achieve additional information such as linear tendency, constantly increasing or decreasing pattern.

Table S1. Mapping rates and number of mapped reads for Holstein RNA-seq experiment.

| **ID** | **Mapping_rate** | **# of Mapped Reads** |
| --- | --- | --- |
| **2814** | 77.40% | 43,980,082 |
| **2864** | 77.40% | 31,647,809 |
| **2893** | 75.50% | 32,808,428 |
| **2920** | 89.90% | 63,939,037 |
| **3014** | 79.60% | 29,940,147 |
| **3057** | 75.50% | 31,788,518 |
| **3064** | 79.40% | 48,398,676 |
| **3075** | 78.10% | 23,778,827 |
| **3135** | 79.80% | 29,346,535 |
| **3161** | 77.30% | 36,121,527 |
| **3198** | 77.80% | 22,507,466 |
| **3235** | 78.40% | 22,981,363 |
| **3262** | 76.20% | 55,247,146 |
| **3264** | 79.00% | 56,960,979 |
| **3272** | 89.00% | 71,257,880 |
| **3280** | 76.20% | 24,330,245 |
| **3369** | 78.80% | 24,840,297 |
| **3407** | 89.50% | 96,633,987 |
| **7598** | 76.50% | 31,647,259 |
| **7628** | 88.30% | 72,382,289 |
| **7643** | 86.10% | 67,969,067 |

Table S2. Significantly detected 30 obesity related TAGs in ordinary regression (FDR adjusted P-value < 0.01)

| **Gene_symbol** | **ID** | **Chromosome** | **FDR_M1** |
| --- | --- | --- | --- |
| **PPP1R1A** | P8750 | chr12 | 0.061471 |
| **SYT13** | P18875 | chr11 | 0.061471 |
| **HADH** | P8210 | chr4 | 0.075093 |
| **IAPP** | P6894 | chr12 | 0.075093 |
| **LOC100129046** | NR_034091 | chr1 | 0.075093 |
| **PLCXD3** | P5584 | chr5 | 0.075093 |
| **RAD9B** | P6433 | chr12 | 0.075093 |
| **ANKRD36B** | P24185 | chr2 | 0.084128 |
| **FAM174B** | P16809 | chr15 | 0.084128 |
| **PPM1E** | P5304 | chr17 | 0.084128 |
| **SCGN** | P27914 | chr6 | 0.084128 |
| **CTNNA2** | P13175 | chr2 | 0.086277 |
| **DNMT3B** | P8867 | chr20 | 0.086277 |
| **FAM105A** | P18727 | chr5 | 0.086277 |
| **KBTBD6** | P13069 | chr13 | 0.086277 |
| **LIPN** | P424 | chr10 | 0.086277 |
| **LYSMD2** | P15155 | chr15 | 0.086277 |
| **PCSK1** | P10665 | chr5 | 0.086277 |
| **PDX1** | P24068 | chr13 | 0.086277 |
| **PGM2L1** | P4721 | chr11 | 0.086277 |
| **TMCC3** | P18825 | chr12 | 0.086277 |
| **LOC255167** | NR_024423 | chr5 | 0.086408 |
| **KRT75** | P5426 | chr12 | 0.090524 |
| **SLCO1A2** | P27099 | chr12 | 0.090524 |
| **SLC2A2** | P16257 | chr3 | 0.093402 |
| **B3GALT2** | P13907 | chr1 | 0.094385 |
| **OXGR1** | P13684 | chr13 | 0.094385 |
| **RABL2B** | P12075 | chr22 | 0.094385 |
| **SURF4** | P6675 | chr9 | 0.094385 |
| **TMEM217** | P16976 | chr6 | 0.094385 |

Table S3. Significantly detected 10 obesity related TAGs in multiple regression (FDR adjusted P-value < 0.01)

| **Gene_symbol** | **Gene/Protein_ID** | **Chromosome** | **FDR_M2** |
| --- | --- | --- | --- |
| PPP1R1A | P8750 | chr12 | 0.088509 |
| SYT13 | P18875 | chr11 | 0.088509 |
| HADH | P8210 | chr4 | 0.088509 |
| IAPP | P6894 | chr12 | 0.088509 |
| LOC100129046 | NR_034091 | chr1 | 0.088509 |
| RAD9B | P6433 | chr12 | 0.088509 |
| PLCXD3 | P5584 | chr5 | 0.090744 |
| ANKRD36B | P24185 | chr2 | 0.090744 |
| FAM174B | P16809 | chr15 | 0.090744 |
| SCGN | P27914 | chr6 | 0.090744 |

Table S4. Selected representative genes included in the four categories.

| **Gene Symbol** | **DESeq2** | **Ordinary regression** | **Robust regression** | **Category** | **Data** |
| --- | --- | --- | --- | --- | --- |
| **IL6** | 0.003546 | 0.046317 | 0.026386 | **AM** | **Human RNA-seq** |
| **AMY2A** | 0.001012 | 0.219362 | 0.153705 | **EM** |
| **PLCXD3** | 0.246798 | 5.94E-05 | 0.000174 | **SM** |
| **STX6** | 1 | 0.085651 | 0.002018 | **RM** |
| **TOX4** | 2.82E-05 | 0.001313 | 0.001594 | **AM** | **Bovine RNA-seq** |
| **SECTM1** | 0.000592 | 0.299339 | 0.339181 | **EM** |
| **SAMD4A** | 0.108342 | 0.002724 | 0.0038 | **SM** |
| **PMCH** | 0.245253 | 0.255741 | 0.002533 | **RM** |

Table S5. The result of the RNA-seq analysis of 16 randomly selected representative genes across the four categories for qRT-PCR experiments.

| **Gene_Symbol** | **DESeq2** | **Ordinary regression** | **Robust regression** | **Category** |
| --- | --- | --- | --- | --- |
| **HNRNPL** | 0.000255 | 0.000301 | 0.000402 | Significant results from all methods (AM) |
| **NOS3** | 0.000154 | 0.002586 | 0.002841 |
| **SPTSSB** | 0.000132 | 0.013805 | 0.007318 |
| **TOX4** | 2.82E-05 | 0.001313 | 0.001594 |
| **FAM166B** | 0.015045 | 0.752716 | 0.78386 | Only significant results from existing methods (EM) |
| **RNPC3** | 0.023477 | 0.697128 | 0.717371 |
| **SECTM1** | 0.000592 | 0.299339 | 0.339181 |
| **SPESP1** | 0.001219 | 0.614653 | 0.657822 |
| **C25H16orf88** | 0.179103 | 0.008653 | 0.008653 | Only significant results from suggesting methods (SM) |
| **KALRN** | 0.074436 | 0.009155 | 0.01095 |
| **PRIM2** | 0.271295 | 0.01812 | 0.024116 |
| **SLC4A11** | 0.061927 | 0.024854 | 0.060003 |
| **NLN** | 0.248911 | 0.094903 | 0.013644 | Only significant results from robust method (RM) |
| **PBX4** | 0.272481 | 0.07405 | 0.004263 |
| **PMCH** | 0.245253 | 0.255741 | 0.002533 |
| **RECQL5** | 0.31051 | 0.1309 | 0.019035 |

**Supplementary Information**

**Holstein RNA-seq pipe-line**

The RNA was collected from 21 Holstein cows in their 2nd−4th lactation, raised at the Kang Sung Won farm, Korea. Cows were kept in free stall housing, fed with total mixed ration (TMR) and supplied with water *ad libitum*. They were milked twice a day, at 4 a.m. and 4 p.m., in a designated milking parlor and all Korea Hazard Analysis and Critical Control Point (HACCP) guidelines were followed. Milk samples were collected by hand-milking 2−3 hours after the evening milking at 60, 100−160, 180−210, and 240−270 days of lactation. 

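The lactation period of the 21 cows ranged from 41 to 270 days, with a median of 176. No relation with milk yield was detected (Pearson r = 0.268, permutation p = 0.239, Spearman rho = 0.238, permutation p = 0.298, adjusted p of r = 0.526 over 11 relations). Without the 2 most distant cows r was 0.259, and within the 16 cows with a mapping rate under 85% it was 0.24.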

Samples were assessed for cell viability using the typan blue method and total RNA was extracted. Somatic cells were collected from fresh milk treated with 50 μL of 0.5 M EDTA, centrifuged at 1800 rpm at 4℃ for 15 min, and washed with 10 ml of PBS (pH 7.2, diluted with 0.1% DEPC) and 10 μL of 0.5 M EDTA. Cells were centrifuged at 1800 rpm, 4 ℃ for 15 min, and re-suspended in PBS after supernatant removal. Total RNA isolation was performed according to the manufacturer instructions using the TRIzol reagent (Molecular Research Center, Cincinnati, OH, USA). Total RNA levels were quantified by absorbance at 260 nm using ND-1000 spectrophotometer (Fisher Thermo, Wilmington, MA), and RNA integrity was assessed by 1% (w/v) agarose gel electrophoresis followed by ethidium bromide staining of the 28S and 18S bands. Total RNA (1 µg amounts) was reverse-transcribed into cDNA using an iScript cDNA Synthesis kit (Bio-Rad, Hercules, CA), following the manual. All primers were designed using reference sequences published by the National Center for Biotechnology Information. Pre-processing of Holstein RNA-seq data.

After RNA extraction, we performed RNA-seq using Illumina HiSeq 2000 platform based on basic instruction. For removing adapters, we used Trimmomatic (13) with following option : PE -phred33 ILLUMINACLIP:TruSeq3-PE.fa:2:30:10 MINLEN:75 2. These clean-reads were mapped to the reference genome (BosTau7) from UCSC database using Bowtie2, included in Tophat2 (14); it is one of the most commonly used tools for mapping to the genome reference. The aligned result from the Tophat2 in BAM was converted to SAM format by SAMtools (15). After that, gene expression levels were estimated by HTseq package (16), implemented in python, with Bos taurus7 gene transfer format (.GTF) file. 

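HTSeq assigns each read to the gene it overlaps, and lists separately the reads outside genes, in overlapping genes and aligned to several places. Between 43.46% and 64.49% of the reads in a cow's table were counted on a gene, with a median of 49.6%. Reads aligned to several places made up 21.62% to 27.47%. Genes with near-identical copies lose such reads, so their values are uncertain. The share of reads aligned to several places was not detectably related to milk yield (Pearson r = -0.403, permutation p = 0.0712, Spearman rho = -0.34, permutation p = 0.133, adjusted p of r = 0.196 over 11 relations). Its r was -0.299 without the 2 most distant cows and -0.514 within the 16 cows with a mapping rate under 85%.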

From the read mapping result, annotated gene expression levels were estimated by previous steps. No expressed (All zero counted genes) and correlated (Spearman correlation coefficient < 0.1) genes were pre-screened to remove redundant features. 

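Removal of genes without a count left out 1237 of the 13570 gene rows. An absolute Spearman correlation of at least 0.1 with milk yield was found for 7852 genes. With these genes only, the simple regression gave 307 TAGs and the multiple regression 368. The lowest absolute correlation with milk yield was 0.00195 among the genes in the readable rows of the paper's supplementary table. The supplement does not say which variables were correlated, so this filter was an alternative and not the main setting.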

Using these data, we performed statistical test for detecting milk production related genes.

How the deposited data were processed for this re-analysis (not part of the article)

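Milk somatic cells of 21 Holstein cows were sequenced as RNA-seq libraries, 9 cows of the high yielding group (HY) and 12 of the low yielding group (LY), with 1 library per cow. The authors removed adapters with Trimmomatic, mapped the reads to the bosTau7 genome with Tophat2 and Bowtie2, and counted reads on genes with HTSeq. The authors deposited raw counts per gene symbol for each cow, without normalization, and these counts were the only values taken from the files. Versions and the counting mode of HTSeq are not stated in the paper or its supplement. Group, milk yield, parity and lactation period of each cow were taken from the paper's supplement and the sample labels, and mapping rates from Table S1.

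The files held 13570 gene rows, of which 12333 had a count in at least 1 cow and were tested. Counts on genes ranged from 7878557 to 28541904 per cow, with a median of 11669815 in HY and 12705797 in LY. At this depth, 7146 genes had at least 10 counts in every cow. For the other genes, single reads moved the log2 values, and a count of 0 lies at -2 on the scale of log2(CPM + 0.25).

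Calculations used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and MASS 7.3.60.0.1. For the regressions, counts were scaled with TMM factors of edgeR to CPM and transformed as log2(CPM + 0.25). Milk yield was regressed on the expression of each gene by ordinary least squares, alone (simple regression) or with parity and lactation period as numbers (multiple regression). Robust regression used Huber weights (k = 1.345, at most 20 iterations, tolerance 1e-04) and a Wald-type F test of the slope, written out from its definition because the package named by the paper was not installed. Genes with p under 0.05 were counted as TAGs, and Benjamini-Hochberg adjusted values were compared with 0.1. Residuals of the simple regression were tested with the Shapiro-Wilk test at an adjusted level of 0.05.

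The HY and LY groups were compared with the Wald test of DESeq2, as in the paper, and with the quasi-likelihood test of edgeR and with Voom of limma beside it. Genes were placed in category AM, EM, SM or RM by the paper's definitions. The mock comparison used 14 draws for each number of cows per group from 3 to 9, 98 draws in all, fewer than the paper's, to keep the computing time short. Correlations of single genes with milk yield were tested with 100000 permutations over a family of 32 genes named by the paper. The paper chose many of these genes by their values in the same cows, and adjustment over this family does not account for that choice. Differences between the groups in single genes were tested exactly over all 293930 splits of the cows, with a smallest possible p of 3.4e-06. Each correlation was repeated without the 2 cows farthest from the median and within the 16 cows with a mapping rate under 85%, since the other 5 cows had higher rates, a possible sign of another sequencing batch. That set held 1 HY and 4 LY cows, too few to test.

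The genes examined singly were fixed by a rule, and some of them are not named in the text. They are every gene the paper names for the bovine data, the 10 genes with the lowest simple regression p, and the 10 genes with the largest simple minus robust p among those with a robust p under 0.05. The 5 genes with the lowest DESeq2 p and, for each other trait with a gene under an adjusted p of 0.1, its 5 lowest genes were added. Outside this rule, the text names the 10 genes with the lowest Shapiro-Wilk p.

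The alternatives tried were other pseudocounts, no log transformation, DESeq2 size factors in place of TMM, and filters on counts and on the Spearman correlation with milk yield. Others were the 16 cows under 85% mapping rate, the mapping rate as covariate, parity as a category, Tukey's bisquare weights, residuals of the multiple regression, covariates in the group comparison, LY cows with a positive milk yield left out, the Cook's distance cut-off turned off, an exchange of the count models, and each cow left out in turn. Size factors without log transformation and a weighted robust covariance were added after the values had been seen. Where a value is said to have moved most under an alternative, the ratio to the main value was compared.

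The scripts were tested on simulated counts with 200 genes changed by known fold changes. These changes were much larger than that of TOX4 (log2 fold change 0.429 in DESeq2). They were given only to genes of higher mean count, and each gene was drawn independently. The tests recovered between 195 and 200 of these genes at p under 0.05, and between 4.508% and 5.242% of the unchanged genes had p under 0.05. Of the genes found after adjustment, between 9.633% (simple regression) and 18.26% (DESeq2) were unchanged genes. In robust regression this share was 15.45%. In the real counts, random reassignments of milk yield gave from 66 to 3275 genes in the simple regression. The simulated values therefore check the scripts and do not describe power or error rates in these cows. The regression p-values were checked against the fitting functions of R over 200 genes. The largest relative difference was 6.06e-14 for the simple and 0.000183 for the robust regression.

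The human data sets and the qRT-PCR measurements of the paper are not in the files analysed here and were left out. No reference genome was used here, so chromosomes were taken from the paper's supplementary table, and neither gene length nor GC content was examined. Reads shared between near-identical genes could not be separated.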

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

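Before the files arrived, the main tests, the alternatives and the rule for the named genes were fixed. The setting with size factors without log and a weighted robust covariance was added after the values had been seen. Follow-up tests of single results, such as LOC790811 without its highest cow, depended on those results. For 45 tests of an explanation, a prediction was written, 21 of them after the result had been seen. Written after were those on the categories, on the TAGs common to the 3 models and on the numbers of genes for milk yield at an adjusted p, apart from that of DESeq2. So were those on numbers of genes at p under 0.05 for other traits, on robust weights, on lactation period with the mapping rate, on LOC790811 without its highest cow, on counts of 0 and on milk solid.

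Of 56 measures examined within the 9 HY cows, 15 had a cow far from the other HY cows, where 1 in 20 would give 2.8. The measures share cows and are not independent. The gap to the nearest cow, as a share of the range of log2 expression, was 0.495 for CGA (cow 3064), 0.534 for ACTN2 (cow 3262), 0.505 for ATG10 (cow 3262), 0.564 for PBX4 (cow 3280), 0.595 for GALNTL1 (cow 3014), 0.672 for PDGFRB (cow 3057) and 0.652 for FXYD3 (cow 3075). For SPTSSB (cow 2920), FAM166B (cow 3262), SARDH (cow 3280) and AKAP4 (cow 3064), it was 1, since a single HY cow had a count and the others had 0. Of the 13 flagged genes, 10 had a count of 0 in an HY cow, against 9 of the 32 other genes (Fisher's exact test, p = 0.0063). Much of this pattern may therefore come from the few reads of these genes. No biological explanation was tested for it.

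LOC790811 was the only gene with an adjusted p under 0.1 in DESeq2, with a log2 fold change of HY over LY of -3.92 and p = 1.1e-08, and the paper does not discuss it. In edgeR, the log2 fold change was -1.67 with p = 0.111. LY cow 7643 held 39.5% of its normalized counts, and without this cow DESeq2 gave p = 0.337. HY cow 3235 lay far above the other HY cows, at 8.902 against 1.344 to 3.862 on the log2 scale, a gap of 0.667 of the range. With DESeq2's replacement of high counts and its cut-off turned off, the log2 fold change was -1.71 (SE 0.941) with p = 0.0698. At least 1 gene at this level was found in 47 of 100 random groupings of the cows, the real one included. The size of the DESeq2 p may thus come from the handling of single high counts. A lower expression in HY was also found by tests on ranks or on the log2 scale, which depend less on them. The median of the normalized counts was 145.6 in HY and 857.3 in LY. The exact permutation test of log2 expression gave p = 0.0211, and Voom gave p = 0.00912. Expression and milk yield were negatively related (Pearson r = -0.468, permutation p = 0.0331, Spearman rho = -0.494, permutation p = 0.0245), with r = -0.599 without the 2 most distant cows and -0.414 within the 16 cows with a mapping rate under 85%. These p were unadjusted, for a gene picked by its lowest DESeq2 p among 12333 genes, and the adjusted p was 1 in the simple regression and 0.999 in edgeR. Reads shared with similar genes were not examined, as no genome was used here.

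IGLL1 had a log2 fold change of -2.08 in DESeq2 (p = 0.000127) and 2.75 in edgeR (p = 0.0172). HY cow 2814 was at 9.533 on the log2 scale and the other HY cows between -1.116 and 2.613, a gap of 0.65 of the range. With the replacement turned off, DESeq2 gave 2.67 (SE 1.03). The mean log2 expression in HY minus LY was -1.03 (exact permutation p = 0.327), and Voom gave p = 0.299. Expression and milk yield gave Pearson r = -0.273 (permutation p = 0.236) and Spearman rho = -0.487 (permutation p = 0.0269, unadjusted). This r was -0.534 without cows 2814 and 3014, the most distant, and -0.235 within the 16 cows with a mapping rate under 85%. The positive sign in edgeR and in DESeq2 without replacement may therefore rest on the high count of cow 2814. No biological explanation was tested.

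The mapping rate of HY cow 2920 in Table S1 was 89.9%, against 75.5% to 79.6% in the other HY cows, a gap of 0.715 of the range. With the mapping rate as the response, 2224 genes had p under 0.05, and 3 of 100 assignments of the rates to the cows gave as many. Genes with an adjusted p under 0.1 numbered 1, which 18 of the 100 assignments reached. Within the 16 cows with a mapping rate under 85%, 2848 genes had p under 0.05, and with lactation period as covariate 1749 did. The labels give no batch, and the mapping rate is a technical measure, so no biological explanation was tested.

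Lactation period was associated with 2509 genes at p under 0.05, 1291 of them with a positive slope. Only 1 of 100 assignments of the periods to the cows, the real one, gave as many. No gene had an adjusted p under 0.1 (lowest 0.125), a number that all 100 assignments reach. The paper uses lactation period as a covariate and reports no genes for it. With the mapping rate as covariate, the number was 2053, and within the 16 cows it was 2224. Lactation period and mapping rate were not detectably related (Pearson r = 0.173, permutation p = 0.455, Spearman rho = 0.173, permutation p = 0.453). This r was 0.348 without the 2 most distant cows and 0.273 within the 16 cows. A change of the milk cells over lactation is a hypothesis that this number leaves open. Differences in library size, counts taken by a few genes or sampling date were not tested for it, and the pattern cannot be told apart from these.

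The milk solid value of HY cow 2814 was -16.3, against 15.3 to 41.4 in the other HY cows, a gap of 0.548 of the range. From the milk yield, fat and protein values of the other cows, 18 was predicted for it. The distance was 4.18 times the SD of the other cows' distances (8.19), the largest among the 21 cows. A value entered with an error, such as a wrong sign, is a candidate explanation that the files cannot settle. Milk solid entered no result of the paper.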

How the results depend on the processing

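The number of genes with an adjusted p under 0.1 was 0 in the simple and multiple regressions and in edgeR under every alternative, and no gene had non-normal residuals under any. The means of the mock comparison over all draws moved by less than their SD. The filter of at least 10 counts in every cow left 7146 of the 12333 genes and lowered the numbers in every model and category. With it, there were 122 TAGs in the simple, 122 in the multiple and 126 in the robust regression, and 55 common to them. DESeq2 gave 142 genes and edgeR 93, and 36, 92, 80 and 20 genes fell into AM, EM, SM and RM. The filter removes the genes with few counts, but it also moved the p of kept genes. For TOX4, the simple regression p went from 0.0003765 to 0.001363. The genes of the main setting were not counted by depth, so the fall cannot be assigned to genes of low depth alone. Within the 16 cows with a mapping rate under 85%, 107 TAGs were common to the 3 models, and EM and RM held 124 and 59 genes, with fewer cows in the fits. This set also gave 697 genes associated with the mapping rate at an adjusted p under 0.1, against 1 over all cows, and the Spearman correlation, which uses ranks, in place of the regression gave 2742.

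The only gene of DESeq2 at an adjusted p under 0.1 was lost when LY cows with a positive milk yield were left out, which leaves fewer LY cows (0 genes) or the Cook's distance cut-off was turned off, which keeps single high counts (0 genes). Parity and lactation period as covariates gave 8 genes, and the reason for this rise was not tested. With edgeR in place of DESeq2, 580 genes had p under 0.05 and EM held 447, and with DESeq2 in place of edgeR the number was 367. The tests estimate the spread of genes with few counts in different ways.

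Across the 21 fits that each left out a cow, the TAGs ranged from 265 to 489 in the simple, from 280 to 561 in the multiple and from 256 to 428 in the robust regression, and from 114 to 226 were common. DESeq2 gave from 287 to 544 genes and edgeR from 508 to 677. The ranges were from 82 to 146 for AM, from 175 to 402 for EM, from 152 to 329 for SM and from 28 to 56 for RM. At an adjusted p under 0.1, DESeq2 gave from 0 to 9 genes, robust regression from 0 to 1 and edgeR, the simple and the multiple regression from 0 to 0. Non-normal genes ranged from 0 to 0. The simple regression p of RNPC3 ranged from 0.4561 to 0.9905, and its slope changed direction without LY cow 3135 (p = 0.9905).

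Of the 3360 values of single genes with a cow left out, 134 lost and 89 gained a p under 0.05. Over the 22 other settings, 1394 values of single genes and of the mock comparison by cows per group were computed. Of these, 44 values of genes lost and 28 gained a p under 0.05, and 16 means of the mock comparison moved by more than their SD, most of them with the count filter. For genes without counts in some cows, such as ALB (mean of 0.9524 counts per cow), the depth does not separate low expression from none.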

Differences from the paper's values

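The alternatives named here were set before the files arrived unless stated otherwise, and a value came near the paper's where the ratio of both was at most 1.5. Such nearness of a single value does not show that the paper used that setting. Alternatives set before the files arrived that are not named beside a value left a gap. In the text of the paper, values are the p as stated beside Fig. 2b and the p as stated beside Fig. 3. PMCH had a simple regression p of 0.1417 against the paper's 0.429. PMCH stayed apart from it under every alternative set before the files arrived. For SAMD4A, the simple regression p was 0.007312 against the paper's 0.0027. SAMD4A came near this value with no log transformation (0.003259) and without HY cow 3262 or LY cows 7598 or 7643. The paper's DESeq2 p of SECTM1 is 0.0005, and 0.000819 was found. SECTM1 came near this value with at least 10 counts in every cow (0.0006738) and without HY cows 2920, 3014 or 3057 or LY cow 3198. TOX4 had a DESeq2 p of 8.618e-05 against the paper's 2.82E-05. TOX4 came near this value without HY cow 3262. For TOX4, the simple regression p was 0.0003765 against the paper's 0.0013. TOX4 came near this value with DESeq2 size factors (0.001236), with at least 10 counts in every cow (0.001363) and without HY cows 3075 or 3262 or LY cows 2893, 3407 or 7598. The paper's robust regression p of PMCH is 0.0025, and 0.01882 was found. PMCH came near this value with pseudocount 1 (0.002083) and without HY cow 3064 or LY cow 3369.

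The other values are the p in Table S5. HNRNPL had a simple regression p of 0.001276 against the paper's 0.0003009. HNRNPL came near this value with DESeq2 size factors (0.0002871), with at least 10 counts in every cow (0.0003586) and with the 16 cows with a mapping rate under 85% (0.0002188). For HNRNPL, the robust regression p was 0.008428 against the paper's 0.0004025. HNRNPL came near this value with the 16 cows with a mapping rate under 85% (0.0003219). The paper's simple regression p of NOS3 is 0.002586, and 0.0005337 was found. NOS3 came near this value with no log transformation (0.002201) and without LY cows 2893 or 3407. NOS3 had a robust regression p of 0.0001611 against the paper's 0.002841. NOS3 came near this value with no log transformation (0.003544) and with the 16 cows with a mapping rate under 85% (0.003316). For SPTSSB, the DESeq2 p was 0.0005175 against the paper's 0.0001317. SPTSSB stayed apart from it under every alternative set before the files arrived. The paper's robust regression p of SPTSSB is 0.007318, and 0.004517 was found. SPTSSB came near this value with pseudocount 0.5 (0.006951), with pseudocount 1 (0.005698), with no log transformation (0.008523), with the 16 cows with a mapping rate under 85% (0.006607), with the mapping rate as covariate (0.005791) and without HY cows 2814, 2920, 3014, 3057, 3064, 3075, 3235 or 3262 or LY cows 2864, 3161, 3272, 7598 or 7643. TOX4 had a DESeq2 p of 8.618e-05 against the paper's 2.819e-05. TOX4 came near this value without HY cow 3262. For TOX4, the simple regression p was 0.0003765 against the paper's 0.001313. TOX4 came near this value with DESeq2 size factors (0.001236), with at least 10 counts in every cow (0.001363) and without HY cows 3075 or 3262 or LY cows 3407 or 7598. The paper's robust regression p of TOX4 is 0.001594, and 0.0008793 was found. TOX4 came near this value without HY cows 2814, 3014, 3075, 3235 or 3280 or LY cows 2864, 3161, 3264, 3272 or 7598.

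Further values of the p in Table S5 differed. FAM166B had a DESeq2 p of 0.03041 against the paper's 0.01504. FAM166B came near this value without LY cows 2864, 2893, 3161 or 3198. For SPESP1, the simple regression p was 0.3041 against the paper's 0.6147. SPESP1 came near this value with pseudocount 1 (0.46) and with no log transformation (0.6098). The paper's robust regression p of SPESP1 is 0.6578, and 0.378 was found. SPESP1 came near this value with pseudocount 0.5 (0.4574), with pseudocount 1 (0.5277), with no log transformation (0.659) and without HY cows 2814, 3235 or 3280 or LY cow 3161. C25H16orf88 had a simple regression p of 0.01461 against the paper's 0.008653. C25H16orf88 came near this value with no log transformation (0.01165), with DESeq2 size factors (0.01277) and without HY cows 3075, 3235 or 3262 or LY cows 2864 or 3198. For C25H16orf88, the robust regression p was 0.01461 against the paper's 0.008653. C25H16orf88 came near this value with no log transformation (0.01165), with DESeq2 size factors (0.01277) and without HY cows 3075, 3235 or 3262 or LY cows 2864 or 3198. The paper's simple regression p of KALRN is 0.009155, and 0.01955 was found. KALRN came near this value with pseudocount 1 (0.01095), with no log transformation (0.007714) and without HY cows 3064 or 3075. KALRN had a robust regression p of 0.0266 against the paper's 0.01095. KALRN came near this value with pseudocount 1 (0.0143), with no log transformation (0.009935) and without HY cow 3064.

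The p in Table S5 also differed for the remaining genes. For NLN, the DESeq2 p was 0.1597 against the paper's 0.2489. NLN came near this value with the 16 cows with a mapping rate under 85% (0.1836), with parity and lactation period as covariates (0.2283), with edgeR in place of DESeq2 (0.2267) and without HY cows 2814, 2920, 3014, 3075, 3235, 3262 or 3280 or LY cows 2864, 2893, 3135, 3264, 3369 or 3407. The paper's robust regression p of NLN is 0.01364, and 0.0256 was found. NLN came near this value with pseudocount 0.5 (0.01927), with pseudocount 1 (0.01036), with no log transformation (0.01044) and without HY cow 2814 or LY cow 7643. PBX4 had a DESeq2 p of 0.1453 against the paper's 0.2725. PBX4 came near this value with the 16 cows with a mapping rate under 85% (0.2972), with edgeR in place of DESeq2 (0.2496) and without HY cows 2920, 3075, 3262 or 3280 or LY cows 2893, 3135 or 3407. For PBX4, the simple regression p was 0.1301 against the paper's 0.07405. PBX4 came near this value with no log transformation (0.09418) and without HY cows 3057, 3064 or 3235 or LY cow 3369. The paper's robust regression p of PBX4 is 0.004263, and 0.1087 was found. PBX4 stayed apart from it under every alternative set before the files arrived. PMCH had a simple regression p of 0.1417 against the paper's 0.2557. PMCH came near this value with no log transformation (0.2519), with the 16 cows with a mapping rate under 85% (0.2459) and without HY cows 2920, 3235 or 3280 or LY cows 2864, 2893, 3135 or 3407. For PMCH, the robust regression p was 0.01882 against the paper's 0.002533. PMCH came near this value with pseudocount 1 (0.002083) and without HY cow 3064 or LY cow 3369. The paper's DESeq2 p of RECQL5 is 0.3105, and 0.1665 was found. RECQL5 came near this value with edgeR in place of DESeq2 (0.2537) and without HY cows 3014, 3075, 3235, 3262 or 3280 or LY cows 2864, 3135, 3198, 3369 or 3407. RECQL5 had a robust regression p of 0.1114 against the paper's 0.01904. RECQL5 came near this value without HY cows 2814, 3057 or 3064.

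With size factors without log, a setting chosen after seeing the values, some p as stated beside Fig. 3 were reached. These were the p of SAMD4A (0.002724 in the simple regression), TOX4 (0.001313 in the simple regression) and PMCH (0.002533 in the robust regression). The p of PMCH stated beside Fig. 2b were not reached, with 0.2557 in the simple regression against the paper's 0.429. With the same setting, chosen after seeing the values, the p in Table S5 was reached for HNRNPL (0.0003009 in the simple regression and 0.0004025 in the robust regression), NOS3 (0.002586 in the simple regression and 0.002841 in the robust regression), SPTSSB (0.007318 in the robust regression) and TOX4 (0.001313 in the simple regression and 0.001594 in the robust regression). It was also reached, by this setting chosen after seeing the values, for SPESP1 (0.6147 in the simple regression and 0.6578 in the robust regression), C25H16orf88 (0.008653 in the simple regression and 0.008653 in the robust regression), KALRN (0.009155 in the simple regression and 0.01095 in the robust regression) and NLN (0.01364 in the robust regression). The remaining genes reached by this setting, chosen after seeing the values, were PBX4 (0.07405 in the simple regression and 0.004264 in the robust regression), PMCH (0.2557 in the simple regression and 0.002533 in the robust regression) and RECQL5 (0.01903 in the robust regression). In this setting, the robust test also used the weighted covariance, chosen after seeing the values. The setting was picked by comparison with the paper's supplementary table from 11 expression scales, 2 forms of parity and 6 forms of the robust test. It brought 1995 genes, or 100% of those compared, within 2% of the paper's p in each of the simple, multiple and robust regressions. Only the rows of that table that could be read were compared, and it may hold more. In the main setting, 11.13%, 10.58% and 7.168% of these genes were that close, and with TMM and no log transformation 27.87%, 29.27% and 18.3%. With size factors without log but without the weighted covariance, 63.26% were that close in the robust regression. Of the forms of the robust test, compared over 9 genes on this scale, the weighted covariance brought 9 that close and the unweighted covariance 4. Both the scale and this form were chosen after seeing the values. With log2 TMM and pseudocount 1, the shares were 13.63%, 14.64% and 8.822%. For these genes, the gaps in the regression p thus go with the expression scale and, in robust regression, the covariance. Gaps in the DESeq2 p are not covered by this.

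In the part of Fig. 2d with TAGs of the multiple regression only, 146 genes were found, against the paper's about 77 in Fig. 2d, read by eye. Robust regression alone gave 39 genes against the paper's about 20 in Fig. 2d, read by eye. The part shared by the multiple and robust but not the simple regression held 18 genes, against the paper's about 9 in Fig. 2d, read by eye. These parts were not recomputed under the alternatives set before the files arrived, and the setting added after seeing the values did not close the gaps. In the mock comparison with 9 cows per group, the simple regression detected 306.3 genes on average, against the paper's about 200 in Fig. 4, read by eye, and none of the alternatives set before the files arrived closed the gap.

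Some directions and rankings differed from the paper's statements. The paper describes the expression of SAMD4A as rising steadily, while its slope was -342.4 (SE 114). The paper reports fewer TAGs in robust than in ordinary regression, while both gave 307 in the main setting. Robust regression gave fewer with pseudocount 1 (299 against 302), no log transformation (286 against 306) and DESeq2 size factors (323 against 330). With the mapping rate as covariate, it gave 369 against 382. It gave more with the count filter (126 against 122) and within the 16 cows (299 against 295). Size factors without log, chosen after seeing the values, gave 300 against 307. The paper also reports fewer TAGs in the multiple than in the simple regression, while 371 and 307 were found. With the mapping rate as covariate, 360 and 382 were found, and the count filter gave 122 in both. Other pseudocounts, no log transformation, DESeq2 size factors and the 16 cows gave more in the multiple regression. The paper places robust regression below Voom in the proportion of false discoveries. Over all draws, robust regression had a mean of 0.06908 and Voom of 0.06555, and robust regression was lower in 49 and higher in 49 of 98 draws. Its mean was below that of Voom at 7 (0.06354 against 0.08126), 8 (0.04881 against 0.07544) and 9 cows per group (0.04875 against 0.06254). At 3 to 6 cows per group it was above. The differences at 7 to 9 cows were within the SD over draws. The paper describes Voom as detecting more genes than ordinary regression at any number of replicates. At 6, 8 and 9 cows per group, Voom had means of 303.1, 286.4 and 304.9. Ordinary regression had 401.4, 296 and 306.3 there. At 3, 4, 5 and 7 cows per group, Voom had the higher mean. PBX4, RECQL5 and ATG10, which the paper lists as found by robust regression, had a robust p of 0.109, 0.111 and 0.118 in the main setting. With size factors without log and the weighted covariance, chosen after seeing the values, these p were 0.004264, 0.01903 and 0.01592. PLS1, EIF3L and COPA of Fig. 1b were not among the 10 genes with the lowest simple regression p, with p = 0.00188, 0.00357 and 0.0078. Of the genes of Fig. 2b, FHL1 and MMP2 were among the 10 with the largest simple minus robust p, and PMCH, PON2, NLN, FAM83D, CGA, ACTN2, ZNF470 and ATG10 were not. None of the bovine genes of Figure S1 was among the 10 with the lowest Shapiro-Wilk p, the closest being LDHB at rank 196.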

Other observations

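Milk yields and groups were reassigned together to the cows at random, giving 100 assignments with the real one included. At least as many genes at p under 0.05 were found in 63 assignments for the simple, 66 for the multiple and 65 for the robust regression, in 66 for DESeq2 and in 61 for edgeR. For TAGs common to the 3 models the number was 59, and for AM, EM, SM and RM it was 60, 67, 62 and 68. The median over the other assignments was 471 genes in the simple regression, against 307 in the real one. At an adjusted p under 0.1, the simple, multiple and robust regressions and edgeR had 0 genes, a number that all 100 assignments reach. The numbers of genes at p under 0.05 were thus not larger than those of random assignments.

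Milk fat and milk protein were each associated with 284 genes at p under 0.05, milk solid with 204 and parity with 586. As many genes were found in 64 of 100 assignments for milk fat, 69 for milk protein, 79 for milk solid and 43 for parity. None of these traits had a gene with an adjusted p under 0.1.

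The number of TAGs in the simple regression was 307, and 382 with the mapping rate as covariate. Total counts and milk yield were not related (Pearson r = -0.00373, permutation p = 0.988, Spearman rho = 0.0286, permutation p = 0.904), and r was 0.131 without the 2 most distant cows and 0.218 within the 16 cows with a mapping rate under 85%. Library size was not entered into the model. As the number of TAGs was not larger than in random assignments, there was no excess for a batch or library size to account for, and these values rule out neither.

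ALB, PLS1, FOXA1 and NOS3 had negative slopes, and RNA from mammary epithelial cells was a hypothesis for them, tested with a list of epithelial marker genes written before the test. The mean log2 expression of these markers was not detectably related to that of the 4 genes (Pearson r = 0.149, permutation p = 0.521, Spearman rho = 0.024, permutation p = 0.916). Its r was -0.0139 without the 2 most distant cows and 0.207 within the 16 cows with a mapping rate under 85%. Marker lists of 7 kinds were also compared with milk yield. The permutation p of r was 0.194 for epithelial cells, 0.276 for milk protein genes, 0.96 for leukocytes, 0.957 for T cells, 0.189 for macrophages, 0.822 for neutrophils and 0.648 for B cells. The lowest adjusted p over the 7 lists was 0.644. For macrophages, r was 0.299, rho was 0.325 (permutation p = 0.153), r without the 2 most distant cows was 0.348 and r within the 16 cows was 0.307. No relation of cell type markers with milk yield was detected.

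In robust regression, the response is milk yield, so the cows given a weight under 1 could be those with an extreme milk yield in most genes. The distance of a cow's milk yield from its mean was related to the percentage of genes in which its weight was under 1 (Pearson r = 0.865, permutation p = 1e-05, Spearman rho = 0.945, permutation p = 1e-05, the smallest these permutations can give). Its r was 0.808 without the 2 most distant cows and 0.886 within the 16 cows. LY cow 3369, with the milk yield farthest from the mean, had a weight under 1 in 81.93% of the genes. With milk yields reassigned to the cows, this milk yield had a weight under 1 in 76.82% on average. Among the 57 genes with p under 0.05 in robust but not in simple regression, HY cow 3064 had the lowest weight in 21, or 36.8%. LY cow 2893 had it in 20, nearly as many. The weights are consistent with a dependence on milk yield more than on the expression of single genes, and no biological explanation was tested.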
